# Contrasting Infection Strategies in Generalist and Specialist Wasp Parasitoids of Drosophila melanogaster

**DOI:** 10.1371/journal.ppat.0030158

**Published:** 2007-10-26

**Authors:** Todd A Schlenke, Jorge Morales, Shubha Govind, Andrew G Clark

## Abstract

Although host–parasitoid interactions are becoming well characterized at the organismal and cellular levels, much remains to be understood of the molecular bases for the host immune response and the parasitoids' ability to defeat this immune response. Leptopilina boulardi and L. heterotoma, two closely related, highly infectious natural parasitoids of Drosophila melanogaster, appear to use very different infection strategies at the cellular level. Here, we further characterize cellular level differences in the infection characteristics of these two wasp species using newly derived, virulent inbred strains, and then use whole genome microarrays to compare the transcriptional response of *Drosophila* to each. While flies attacked by the *melanogaster* group specialist L. boulardi (strain Lb17) up-regulate numerous genes encoding proteolytic enzymes, components of the Toll and JAK/STAT pathways, and the melanization cascade as part of a combined cellular and humoral innate immune response, flies attacked by the generalist L. heterotoma (strain Lh14) do not appear to initiate an immune transcriptional response at the time points post-infection we assayed, perhaps due to the rapid venom-mediated lysis of host hemocytes (blood cells). Thus, the specialist parasitoid appears to invoke a full-blown immune response in the host, but suppresses and/or evades downstream components of this response. Given that activation of the host immune response likely depletes the energetic resources of the host, the specialist's infection strategy seems relatively disadvantageous. However, we uncover the mechanism for one potentially important fitness tradeoff of the generalist's highly immune suppressive infection strategy.

## Author Summary

The fruitfly Drosophila melanogaster has become a model system for the study of innate immunity, and parasitic wasps are one of the most obvious natural pathogens of *Drosophila*, making this a great system for studying interactions between the host immune system and pathogen virulence proteins. We have focused on two closely related wasp species, Leptopilina boulardi and L. heterotoma, that successfully parasitize D. melanogaster hosts in nature. Both wasps inject venom loaded with virus-like particles into their hosts to prevent host-mediated melanotic encapsulation and killing of their eggs. However, there are substantial differences in the effects of the venom from these two wasp species. L. heterotoma venom causes lysis of host hemocytes (blood cells) and prevents the host from mounting any substantial immune transcriptional response, while L. boulardi venom has a relatively weak and localized effect on host hemocyte survival and does not prevent immune response activation. Thus, these wasps allow us to compare the benefits and drawbacks of relatively immune suppressive versus relatively immune evasive parasite infection strategies in a natural system.

## Introduction

Parasitic wasps are exceedingly diverse, they often act as keystone species in natural ecosystems, and because of their ability to evade and/or suppress insect immune defenses they have become the most successful group of biological control agents [1]. Like many insects, *Drosophila* are regularly attacked by female parasitoid wasps, which use their ovipositors to inject eggs into *Drosophila* larvae (Video S1). If unchecked, wasp larvae hatch approximately 2 d post-infection and feed upon host tissues, eventually emerging from and killing the host pupae. In some natural populations, more than fifty percent of *Drosophila* larvae collected are infected, indicating that wasps can be a potent cause of mortality in immature flies [2,3]. However, once infected, *Drosophila* do not act as benign habitats for parasite growth.

*Drosophila* can mount a potent innate immune response against parasitic wasps and other pathogens. This immune response is often divided into two main components, the humoral response and the cellular response. The humoral response has been intensely studied for its role in combating bacterial and fungal infections, but may also be responsible for aspects of macroparasite killing. It is governed by the fat body, which controls release of immune active extracellular proteins such as antimicrobial peptides (AMPs) and complement-like proteins (e.g., Teps) into the hemolymph. The two major humoral immune response pathways operating in the fat body are the NF-κB pathways Toll and Imd, to which the JAK/STAT and JNK pathways appear to play complementary roles [4,5]. *Drosophila* responds to septic injury with bacteria and fungi by up-regulating many genes from the Toll and Imd pathways [6,7].

The *Drosophila* cellular response is mediated by the lymph gland (the hematopoietic organ) and the hemocytes, and is responsible for the phagocytosis of foreign cells and the hemocytic encapsulation of the larger macroparasites. In response to parasitoid wasps, hemocytes of resistant fly larvae are activated and migrate toward the wasp egg, and the lymph gland is stimulated to produce flattened lamellocytes that encapsulate both the egg and attached hemocytes [8]. Lysis of the inner layer of hemocytes results in deposition of dark melanin around the wasp egg, and cytotoxic free radicals produced within the melanotic capsule help kill the egg [9].

Several genetic pathways and individual genes have been implicated in, or have been directly shown to participate in (underlined text), the encapsulation response against macroparasites. These include genes involved in hematopoiesis and hemocyte survival (Toll pathway, JAK/STAT pathway, Ras pathway, Vegfr pathway, *srp*, *He*, *ytr*, *Tsp68C*, *brm*, *dom*, *mxc*, *Myb*, *Iswi*, *E(bx)*, *mod*, *CBP*…), hemocyte differentiation (Toll pathway, JAK/STAT pathway, Ras pathway, Notch pathway, *srp*, *lz*, *ush*, *cher*, *kn*, *gcm*, *gcm2*, *l(3)mbn*…), and melanization (phenoloxidase cascade) [10–25]. A handful of other genes also have identified roles in hemocyte cytoskeletal arrangements necessary for hemocyte activation, migration, and spreading (JNK pathway, Vegfr pathway, *He*, *Rac1*, *Rac2*, *Pi3K92E*…) [16,26–29]. Other genetic pathways, such as Imd and Wnt, may play complementary roles [25,30]. Finally, at least two whole-genome, gene expression (microarray) studies of *Drosophila*'s anti-parasite immune response resulted in a large assortment of candidate cellular immunity genes [31,32]. In particular, Wertheim et al. [32] identified 129 genes significantly differentially regulated in D. melanogaster after attack by a relatively avirulent strain of the parasitoid wasp Asobara tabida, including genes from biological function categories such as immune response, proteolysis, and development.

Despite counter-selection in their hosts, parasitic wasps have evolved numerous methods for defeating host immune responses, including strategies for passive immune evasion and for active immune suppression. For example, the *Drosophila* parasitic wasp A. tabida can passively evade the immune response by using “sticky” eggs that become embedded in host tissue and hidden from circulating hemocytes [33]. Host immune suppression by parasitic wasps is usually carried out by venom co-injected with the eggs, which often contains wasp-encoded viruses (e.g*.*, polydnaviruses) or virus-like particles (VLPs) [34]. Some polydnaviruses have been shown to block NF-κB signaling pathways, interfere with hemocyte spreading and adherence, and inhibit phenoloxidase (PO) activity (responsible for melanization) [35], and the nucleic acid-lacking VLPs of many *Drosophila* parasitic wasps may have similar effects.

Several wasp species are known to attack D. melanogaster larvae in nature, including the closely related Figitids L. heterotoma and *L. boulardi* [2,36]. L. heterotoma is distributed across the holarctic region, whereas L. boulardi is mainly known from Mediterranean and tropical climates, but they are sympatric for large portions of their species ranges [37]. Both these wasp species are remarkably adapted to successful parasitization of D. melanogaster, as strains relatively avirulent on D. melanogaster are rarely collected in the field [38]. However, at the cellular level, the infection strategies employed by L. boulardi and L. heterotoma appear to differ in distinct ways.

L. heterotoma actively suppresses host encapsulation of its eggs using VLPs produced within its venom glands (referred to as long glands). These VLPs enter the larval hemolymph along with the egg and quickly bind to host lamellocytes, become internalized, and promote morphological changes in the lamellocytes causing them to lyse [39]. Infection by L. heterotoma also results in apoptosis of pro-hemocytes in the lymph gland, and possibly of the circulating plasmatocytes as well [40]. *L. boulardi* also produce VLPs, but their morphology differs from those of L. heterotoma and they do not cause host lamellocyte lysis. Instead, L. boulardi venom (at least from common, virulent strains) appears to partially block the induction and release of lamellocytes from the lymph gland [41,42], and alters the morphology of a portion of the host's circulating lamellocytes (though not to the degree of L. heterotoma venom) [42–44]. Furthermore, while L. heterotoma eggs are found floating freely in host hemolymph, L. boulardi eggs are typically attached to host tissues, which provides a passive, physical protection against complete encapsulation by host hemocytes [45].

In this study, we document differences in the host ranges and cellular level infection characteristics of new L. heterotoma and L. boulardi strains from California (Lh14 and Lb17, respectively) that are highly virulent on wild-type D. melanogaster. To determine whether the VLP-containing venom of these parasites actively suppresses NF-κB signaling and other immune pathways in *Drosophila*, we used whole-genome microarrays to assess the transcriptional response of D. melanogaster larvae to attack by each wasp. We find, surprisingly, that D. melanogaster mounts a robust (albeit ultimately futile) immune transcriptional response against the specialist L. boulardi, similar in many respects to its successful immune transcriptional response against A. tabida, but that initiation of the immune transcriptional response is completely suppressed by the generalist L. heterotoma. We show that *Drosophila*'s immune response to L. boulardi infection incorporates both the cellular and humoral arms of the immune system, and the Toll pathway plays a central role in this coordinated response. Our study provides insight into the coordination of immune responses in the fly and provides clues to the mechanisms and evolution of parasite infection strategies.

## Results

### Lb17 and Lh14 Compared to Other Characterized Strains

Several studies have described the organismal and cellular level infection dynamics of L. heterotoma and L. boulardi in D. melanogaster hosts, mainly using wasp strains collected in Europe and Africa. To begin to characterize these interactions at the molecular level, we first generated new, inbred strains of L. heterotoma (Lh14) and L. boulardi (Lb17) collected from California, United States of America. DNA sequence from the ribosomal RNA *internal transcribed spacer 2* (*ITS2*) locus of Lh14 was similar to that from all other L. heterotoma strains, and was identical to that from a strain from Wageningen, Netherlands (Figure 1A) [36]. Furthermore, sequence data from Lb17 was similar to that from all other L. boulardi strains, and was identical to that from the virulent L. boulardi strains G464 from Tunisia and G495 from Ivory Coast (Figure 1B) [37]. One characterized L. boulardi strain, G486 from Congo, is distinct from other described strains in that it is relatively avirulent in immune-competent D. melanogaster larvae, and compared to virulent strains has relatively elongated VLPs with few vesicles [46] and a unique venom protein profile [47]. We found the ultrastructure of VLPs from the long gland of Lb17 to be very similar to the rounded, vesicle-filled VLP structure described from virulent strains of L. boulardi (Figure 2) [46], suggesting that Lb17 would also be very virulent in D. melanogaster.

**Figure 1:**
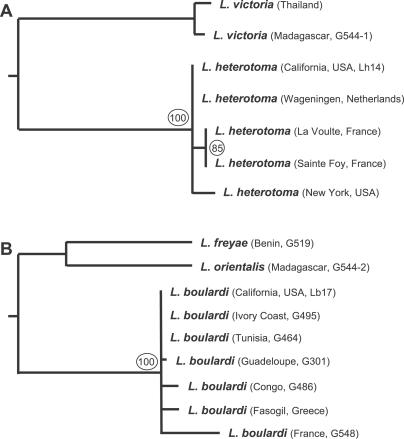
Phylogenetic Comparison of Lb17 and Lh14 to Other Characterized Strains Parsimony trees with bootstrap scores (circled) made from ribosomal RNA *ITS2* sequences show the close relationship between (A) Lb17 and (B) Lh14 with other strains of these species [37].

**Figure 2:**
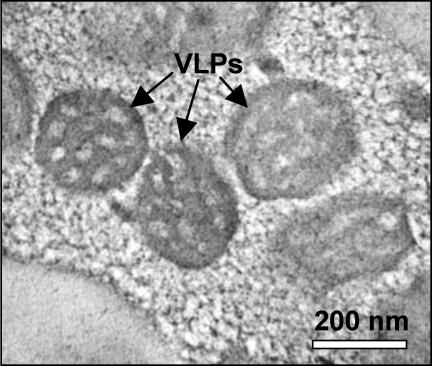
Lb17 VLPs TEM micrograph of the rounded, vesicle-filled VLPs from the lumen of the long gland reservoir of Lb17 shows that Lb17 VLPs are similar to those from other virulent L. boulardi strains [46].

### Host Range of Lb17 and Lh14

In a review of disparate laboratory and field studies, L. boulardi was found to be especially infectious on D. melanogaster and its close relatives, while L. heterotoma was found to successfully infect a number of species across the *Drosophila* genus, causing them to be labeled specialist and generalist parasitoids, respectively [2]. In our study, we tested the ability of Lh14 and Lb17 to infect a wide diversity of *Drosophila* species under identical conditions. Although laboratory tests can only indirectly inform us of wasp host range in nature, we found Lb17 to be much more specialized than Lh14 (Figure 3).

**Figure 3:**
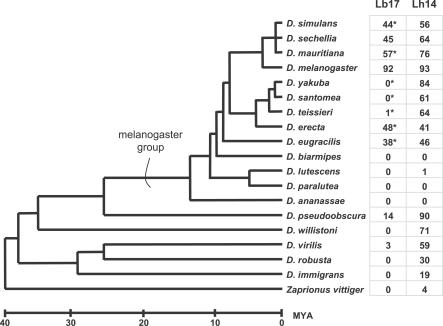
Infectivity of Lb17 and Lh14 on Multiple *Drosophila* Species Percentage of fly larvae that were successfully parasitized by the wasps (i.e., the percentage of fly larvae from which a wasp eventually hatched). Asterisks indicate that a significant proportion (>5%) of the fly larvae melanotically encapsulated wasp eggs or larvae. The *Drosophila* phylogeny is a consensus of multiple studies [73,113]; branch lengths are approximate.

Lb17 is adept at parasitizing the cosmopolitan fly species D. melanogaster (success rate >90%), and with moderate success can develop from certain other closely related species from the *melanogaster* group (∼50% success rate). However, Lb17 rarely successfully parasitizes flies from other Drosophila groups even under ideal conditions, and a significant fraction (>5%) of larvae from many *melanogaster* group species appear to melanotically encapsulate Lb17 eggs. Indeed, staining of melanized wasp eggs from one such species, D. yakuba, showed there was an abundance of lamellocytes surrounding the melanized egg (Figure 4). Thus, at least in some host species, Lb17 infection activates the stereotypic cellular immune response characterized by changes in hemocyte activation, migration, adhesion, and melanization. On the other hand, Lh14 successfully parasitizes all of the species that Lb17 can infect, is almost never melanotically encapsulated, and can also successfully infect a wide range of *Drosophila* species and groups immune to Lb17 infection. Thus, Lh14 is a generalist of the genus *Drosophila*, while Lb17 appears to specialize on D. melanogaster and its close relatives. For simplification, we will hereafter use the relative terms “generalist” and specialist” for these two wasp species, though L. heterotoma is less of a generalist and L. boulardi less of a specialist than many other parasitoid wasp species.

**Figure 4:**
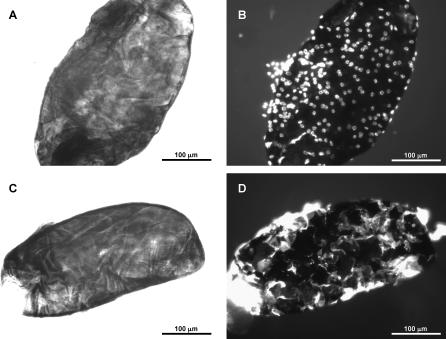
Melanotic Encapsulation of Lb17 Eggs by D. yakuba (A, C) White light pictures of melanized wasp eggs dissected from D. yakuba larvae. (B, D) Fluorescence pictures of the same melanized wasp eggs. (B) Hoechst nuclear stain—note abundance of cells encapsulating melanized egg. (D) Rhodamine-phalloidin actin cytoskeleton stain—note that encapsulating cells have flattened (lamellocyte) morphology.

### Organismal and Cellular Level Infection Characteristics Differ between Lb17 and Lh14

To gain insight into the mechanisms responsible for the difference between Lb17 and Lh14 in ability to survive in Drosophilia hosts, we examined their infection characteristics in D. melanogaster in detail. First, we incubated lamellocytes from D. melanogaster tumor strain (*hop^Tum-l^*) larvae in vitro with fluid derived from the long gland of each wasp species. We found a striking difference in the percentage of lamellocytes undergoing lysis. As expected, Lh14 venom severely compromised lamellocyte morphology and viability, but Lb17 venom had no observable effect on lamellocyte morphology in this time frame (Figure 5A). We next allowed wasps to lay supernumerary eggs in single *hop^Tum-l^* larvae, and found that dominant wasp larvae of neither species were encapsulated in the *hop^Tum-l^* hosts. However, unlike Lb17, dead supernumerary Lh14 larvae were also protected from melanotic encapsulation (Figure 5B–5H). Finally, Lh14 eggs are usually found floating freely in host hemolymph, while Lb17 eggs are invariably attached to host tissues (gut, fat body), suggesting that Lb17 passively insulates itself from complete encapsulation [45].

**Figure 5:**
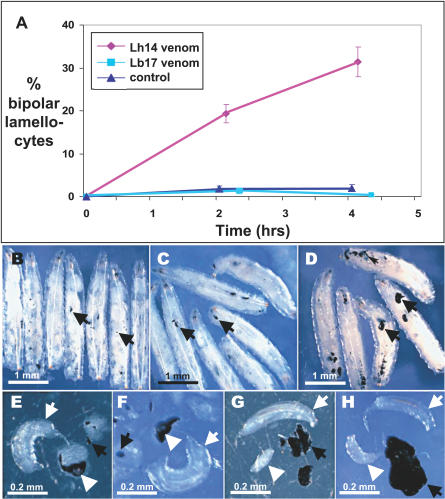
Different Phenotypic Effects of Lb17 and Lh14 Venom (A) Percentage of *Drosophila* lamellocytes lysed (bipolar) after incubation with wasp venom in vitro (means and standard errors shown). (B) *hop^Tum-l^* larvae form melanotic tumors (black arrows), even when infected with either Lb17 (C, E, F) or Lh14 (D, G, H). Though dominant larvae of neither wasp species are encapsulated (white arrows), melanization of supernumerary wasp larvae (white arrowheads) occurs only in Lb17 attacked *Drosophila*.

These results demonstrate that Lh14 (like other L. heterotoma strains) utilizes a highly immune suppressive infection strategy characterized by destruction of host hemocytes, while Lb17 utilizes a different strategy that appears to combine passive immune evasion with a relatively weak or localized suppression of melanotic capsule formation.

### Overall Host Transcriptional Response to Lb17 and Lh14 Infection

To test the downstream effects of these differences in wasp infection strategies, as well as to reveal the molecular basis of *Drosophila*'s response to parasitoid wasps, we undertook a genome-wide gene expression study of D. melanogaster larvae attacked by Lb17 and Lh14 at three time points post-infection (2–5 h, 9–12 h, and 21–24 h). These time points correspond to important events in the successful encapsulation of a parasitoid egg: hemocyte activation and hematopoiesis, hemocyte differentiation into lamellocytes, and wasp egg encapsulation and melanization, respectively [8,42,48]. 

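RNA from whole D. melanogaster larvae was measured on 27 Affymetrix Drosophila 2.0 GeneChips, 3 for each of 9 groups. At 2–5, 9–12 and 21–24 h these were larvae attacked by Lb17, larvae attacked by Lh14 and unattacked control larvae, with 40 larvae pooled per array. Dishes of 60 larvae, 72 h old and kept at 22 °C, had met 6 Lb17 or 5 Lh14 wasps for 2 h. The authors computed expression by robust multi-chip analysis, separately for the 9 arrays of a time point. The deposited values are the log2 ratio of each array to the mean of the 3 control arrays of its time, so the level of a transcript is not used here. The groups, comparisons and thresholds were set before the data were examined. All 18769 probe sets other than the chip's 183 control probe sets were compared with limma, in 1 fit of 3 groups per time point, and called at a Benjamini-Hochberg adjusted p under 0.05. Changes are log2 fold changes with their standard error (SE). After the same adjustment the test of the paper's methods, in which each probe set supplies its own spread, keeps 1, 0 and 788 probe sets for Lb17 against control at the 3 times (unadjusted p under 0.05: 2467, 2779 and 5037), and 0 at each time for Lh14 (unadjusted: 1600, 941 and 1143). RNA quality differed between the groups. For 3 control genes with probe sets at both ends of the transcript, the 5′ minus 3′ difference was higher in Lb17 than in control arrays by 0.198, 0.115 and 0.187 on the log2 scale (exact permutation p = 0.1 at each time, the smallest possible). All 9 Lb17 arrays lay above every control array of their time (mean difference 0.167, exact permutation p = 0.00025). For Lh14 the mean difference was 0.00927 (exact permutation p = 0.784).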

We tabulated the numbers of genes showing significant expression level differences for four treatment comparisons: Lb17 attacked flies versus control, Lh14 attacked flies versus control, merged Lb17 and Lh14 attack datasets versus control, and Lb17 attack versus Lh14 attack. We also estimated the false positive rate (*q*-value) for the set of genes identified under each *p*-value cutoff (Table 1).

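Set directly against each other, larvae attacked by Lb17 and by Lh14 differed at every time, among others in stress, immune and cuticle genes. TotA and TotC, which encode humoral factors of the Turandot stress family, were higher after Lb17 attack by 7.19 (SE 0.31, adjusted p = 5.16e-06) and 6.14 (SE 0.28, adjusted p = 6.59e-06) at 2–5 h. The C-type lectin gene lectin-24A was higher by 4.45 (SE 0.18, adjusted p = 3.92e-06). At 9–12 h the larvae attacked by Lb17 held less transcript of the larval storage protein Lsp2, by -5.21 (SE 0.86, adjusted p = 0.00422), and of the odorant-binding protein gene Obp99b, by -5.64 (SE 0.63, adjusted p = 0.000523). At 21–24 h TwdlM, of the Tweedle cuticle protein family, was higher by 3.31 (SE 0.41, adjusted p = 0.000673). Over all probe sets, 259 were higher and 350 lower in Lb17 than in Lh14 larvae at 2–5 h, 796 and 870 at 9–12 h, and 1288 and 1222 at 21–24 h. With each array centred on its median, 893 of the 1450 calls at 9–12 h were higher. The excess of lower calls at that time therefore depends on the level of whole arrays. At 2–5 h the total of 609 dropped to 297 without Lb17 replicate 1, 314 without Lh14 replicate 2 and 275 without Lh14 replicate 3. By 9–12 h the total of 1666 dropped to 1099, 1070 and 1104 without Lb17 replicate 3, Lh14 replicate 1 or Lh14 replicate 3. By 21–24 h the total of 2510 dropped to 1506 and 1606 without Lb17 replicate 1 or 3. With both wasps merged, 6 arrays against 3, the peptidoglycan recognition gene PGRP-SB1 rose by 3.68 (SE 0.41, adjusted p = 0.00473) and CG7300 by 3.23 (SE 0.25, adjusted p = 0.00167) at 2–5 h, and the calcium channel gene Ca-alpha1D fell by 0.88. In the merged comparison 164 probe sets were higher and 132 lower at 2–5 h, and 13 and 43 at 21–24 h. These totals of 296 and 56 move with single arrays: 155 without Lb17 replicate 1, 141 without Lb17 replicate 3, 137 without Lh14 replicate 1, 179 without Lh14 replicate 2, 99 without control replicate 1, 130 without control replicate 2 and 23 without control replicate 3 at 2–5 h, and 9 without Lb17 replicate 1, 15 without Lb17 replicate 2, 14 without Lb17 replicate 3, 371 without Lh14 replicate 2, 336 without Lh14 replicate 3, 6 without control replicate 1, 8 without control replicate 2 and 36 without control replicate 3 at 21–24 h. A replicate block gave 59 and 0, and a fit of 3 groups 965, 426 and 1976 at the 3 times. In the 9–12 h arrays limma called 0 of the 18769, while 2239 had an unadjusted p under 0.05 (1723 by the test of the paper's methods, 0 of them after adjustment).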

**Table 1:**
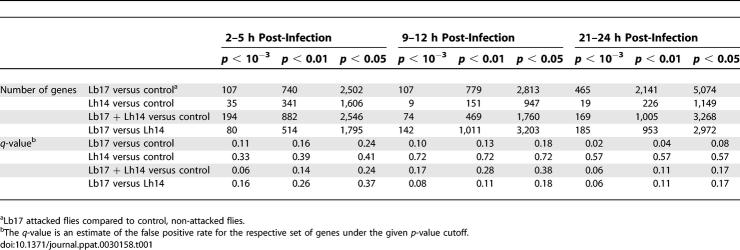
Number of Differentially Regulated *Drosophila* Genes after Wasp Attack for Given *t*-Test *p*-Value Cutoffs

We first focus on gene expression differences in the Lb17 attack versus control and Lh14 attack versus control treatment comparisons (Table 1). Despite nearly identical infectivities of Lb17 and Lh14 in this experiment (1.27 and 1.29 wasp eggs per larva, respectively; Materials and Methods), it is immediately clear that far smaller numbers of *Drosophila* genes are significantly differentially regulated by Lh14 attack than by Lb17 attack, and this discrepancy intensifies at later time points post-infection. For example, at a *p*-value cutoff of *p* < 10^−3^, 107 genes were up- or down-regulated in flies attacked by Lb17 5 h post-infection compared to only 35 for Lh14 attacked flies. 

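Lb17 attack led to many more calls than Lh14 attack at each time. Within 2–5 h of Lb17 attack the Turandot genes TotC and TotA rose by 6.04 (SE 0.28, adjusted p = 9.22e-06) and 5.36 (SE 0.31, adjusted p = 3.02e-05), and the immune induced peptide gene IM1 by 5.31 (SE 0.84, adjusted p = 0.00585). CG10073, listed by the study under proteolysis, fell by 3.04 and the Tweedle cuticle gene TwdlD by 1.67. Among probe sets that limma called after Lh14 attack the strongest increases were those of PGRP-SB1, 3.98 (SE 0.43, adjusted p = 0.00673), and CG7300, 2.98 (SE 0.24, adjusted p = 0.00299), with PGRP-SD, another recognition gene, at 1.79 (SE 0.19, adjusted p = 0.00619). limma called 944 probe sets higher and 714 lower after Lb17 attack at 2–5 h, and 102 and 124 after Lh14 attack. After 9–12 h the counts were 903 and 1121 for Lb17 against 1 and 2 for Lh14. In the 21–24 h arrays they were 1836 and 1716 against 24 and 80. At 9–12 h the Lb17 arrays lay below control as a whole (median log2 fold change -0.0581 over all probe sets). With each array centred on its median, 1046 of the 1655 Lb17 calls at that time were higher. The excess of lower calls there therefore depends on the level of whole arrays. The totals for Lh14 move with single arrays: 226 at 2–5 h became 97 without Lh14 replicate 1, 25 without Lh14 replicate 2, 61 without Lh14 replicate 3, 120 without control replicate 1, 114 without control replicate 2 and 17 without control replicate 3. At 9–12 h 3 became 0 without Lh14 replicate 1, 2 or 3, 1 without control replicate 2 and 11 without control replicate 3, and at 21–24 h 104 became 348 without Lh14 replicate 2, 21 without control replicate 1 and 28 without control replicate 2. For Lb17 the 1658 at 2–5 h became 881 without Lb17 replicate 1 and 747 without control replicate 3, and the 2024 at 9–12 h became 1262 without Lb17 replicate 2 and 1142 without Lb17 replicate 3.

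**Figure D1:**
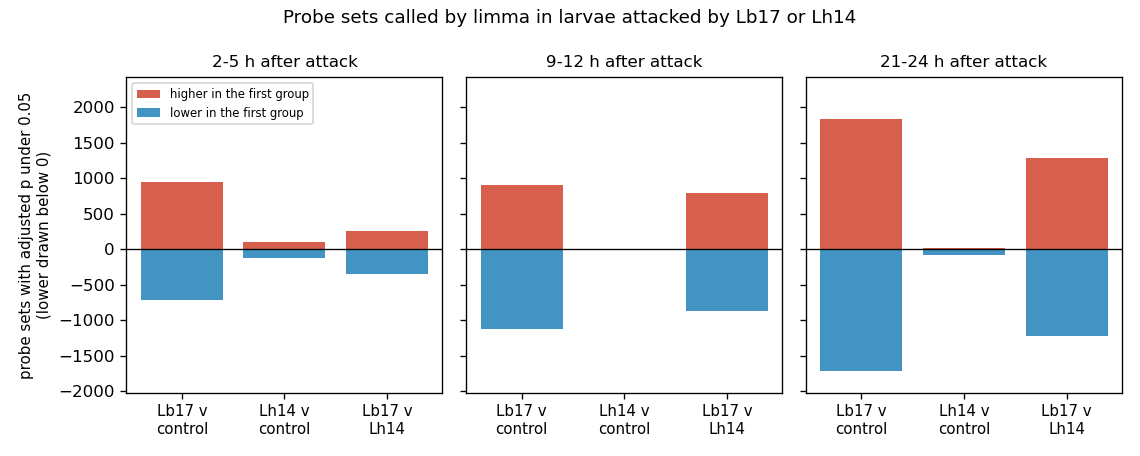
Number of probe sets called higher and lower by limma (adjusted p under 0.05) for Lb17 against control, Lh14 against control and Lb17 against Lh14 at each time point, of 18769 tested, 3 arrays per group. The arrays are as deposited, not centred on their medians.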

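By 9–12 h other genes stood among the largest changes under Lb17. TotC stayed high, 6.22 (SE 0.20, adjusted p = 1.11e-06), but it was joined by the Tweedle cuticle gene TwdlF, 5.67 (SE 0.83, adjusted p = 0.00233), by the serine protease gene CG3355, 5.05 (SE 0.65, adjusted p = 0.00118), and by Osi18 of the Osiris family, 4.90 (SE 0.83, adjusted p = 0.00502). The storage protein Lsp2 fell by 5.01 and the mannosidase gene LManVI fell by 2.53. After 21–24 h TotC was still raised, 4.82 (SE 0.16, adjusted p = 4.05e-07), with TwdlN, 3.55 (SE 0.24, adjusted p = 1.31e-05), and the cuticle gene Cpr64Ad, 3.20 (SE 0.24, adjusted p = 2.3e-05), while the fatty acid synthase gene FASN3 fell by 2.23 (adjusted p = 9.43e-07). After Lh14 attack few single genes passed. In the 9–12 h arrays these were CG40486 (1 of its 2 probe sets), 0.66 (SE 0.075, adjusted p = 0.045), and the hemocyte genes TepIV, -0.55 (SE 0.059, adjusted p = 0.0387), and Hml, -0.76 (SE 0.081, adjusted p = 0.0387), each of which is lost when single arrays are left out: CG40486 without Lh14 replicate 1, 2 or 3 or control replicate 2 or 3 (adjusted p up to 0.409), TepIV without Lh14 replicate 1, 2 or 3 or control replicate 1 or 2 (adjusted p up to 0.29), Hml without Lh14 replicate 1, 2 or 3 or control replicate 2 (adjusted p up to 0.29). At 21–24 h the amylase-related gene Amyrel fell by 1.24 and the scavenger receptor gene Sr-CI fell by 0.83. At an unadjusted limma p under 0.001 there were 935, 1120 and 1930 probe sets for Lb17 at the 3 times, and 283, 59 and 209 for Lh14.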

At 12 h post-infection the ratio is 107 to 9, and at 24 h post-infection the ratio is 465 to 19. To further illustrate this point, we calculated the number of cases in which genes were 2-fold up- or down-regulated by Lb17 or Lh14 relative to control at all time points, and that were also significant at the *p* < 0.01 level. 97% of 471 such occurrences (involving 405 genes) were caused by Lb17 attack, mostly due to gene up-regulation (unpublished data). 

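Most of the changes beyond 2-fold belonged to Lb17. Among them at 2–5 h were the attacin gene AttB, 4.21 (SE 0.74, adjusted p = 0.0093), and the immune induced gene IM23, 4.20 (SE 0.52, adjusted p = 0.00172). AttB was also higher with both wasps merged, by 3.72 (SE 0.68, adjusted p = 0.0309). The attacked and control arrays did not overlap there, so its rise was not particular to Lb17. After 9–12 h the Lb17 changes included CtsL2, a cathepsin gene, 4.25 (SE 0.30, adjusted p = 0.000112), and the ecdysone-induced gene ImpE2, 4.49 (SE 0.72, adjusted p = 0.00379). Lh14 cases included CG10621 at 2–5 h, 1.36 (SE 0.13, adjusted p = 0.00502), and CG7763 at 21–24 h, -1.44 (SE 0.16, adjusted p = 0.0064). Of the 1016 cases of a 2-fold change at an unadjusted limma p under 0.01, 957 came from Lb17 and 59 from Lh14 (94.2% from Lb17). They lie on 768 probe sets, and 67.3% are increases. Counting each gene once leaves 979 cases on 738 genes. Under the test of the paper's methods at the same cutoff there were 498 cases on 428 probe sets, 97.4% of them from Lb17.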

Clearly, D. melanogaster has a much more robust transcriptional response to attack by the specialist Lb17 than to the generalist Lh14, even though eggs of neither wasp are encapsulated by these hosts.

### Sorting Over- and Underexpressed Genes by Biological Function

To understand the biological effects of these transcriptional differences between Lb17 and Lh14 attacked flies Table 1), we first used a liberal criterion for identifying significantly differentially regulated genes: individual gene expression differences between treatments were considered significant if nominal (i.e*.*, not corrected for multiple tests) p < 0.01. We then used gene ontology (GO) classifications to determine whether our significantly differentially regulated genes were overly clustered in particular biological function categories, such as “defense response”. Specifically, we analyzed which *Drosophila* biological function categories were significantly overrepresented by genes showing significant expression level differences between specialist attacked and generalist attacked flies (Lb17 versus Lh14), and which biological function categories were overrepresented after attack by both wasp species (merged Lb17 and Lh14 datasets versus control). The latter comparison is more sensitive than separately analyzing Lb17 and Lh14 datasets alone versus control, due to the increase in power gained by increasing the number of replicates (Tables 1, S1, and S2).

We first identify the biological function categories that were overrepresented by differentially expressed genes from the treatment comparison Lb17 + Lh14 versus control. 

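Genes of proteolysis, of energy generation and of development that the study lists for the merged comparison changed after Lb17 attack, and limma called fewer of them after Lh14 attack. In the 2–5 h arrays of Lb17 attack the protease genes CG5246 and pcl rose by 1.29 (SE 0.14, adjusted p = 0.000888) and 0.68 (SE 0.066, adjusted p = 0.000566). The cytochrome P450 gene Cyp12a5 rose by 0.78 (SE 0.093, adjusted p = 0.00155), and trol, which encodes the basement membrane protein perlecan, fell on 4 of its 8 probe sets, by up to 0.94 (SE 0.088, adjusted p = 0.000445). The courtship regulator fru fell on 5 of 7, by up to 1.31 (SE 0.12, adjusted p = 0.000445). Of 70 proteolysis genes 46 were higher and 0 lower after Lb17 attack at 2–5 h (24 not passed), 6 and 2 at 9–12 h, and 31 and 4 at 21–24 h. Of 67 energy genes 27, 2 and 39 were higher and 0, 4 and 5 lower. Of 149 development genes 1, 4 and 3 were higher and 49, 37 and 100 lower. After Lh14 attack limma called fewer: at 2–5 h 6 proteolysis and 4 energy genes were higher and 14 development genes lower, and at 21–24 h 4 proteolysis genes were higher and 15 development genes lower. By the test of the paper's methods at p under 0.01, 22 development genes were lower at 2–5 h under either wasp. At 21–24 h these were 77 under Lb17 and 8 under Lh14. That test called 26 and 37 energy genes higher under Lb17 at these 2 times, and 14 and 7 under Lh14. The mean log2 fold change of the proteolysis list was 0.345, 0.131 and 0.225 under Lb17 at the 3 times and 0.205, 0.0848 and 0.2 under Lh14, that of the energy list 0.218, -0.0492 and 0.174 and 0.147, 0.0696 and 0.124, and that of the development list -0.232, -0.124 and -0.405 and -0.193, -0.037 and -0.243, differences not tested for a list as a whole. Directly compared, 5, 5 and 9 proteolysis, 2, 2 and 11 energy and 1, 0 and 3 development genes were higher in Lb17 than in Lh14 larvae, and 0, 3 and 6, 1, 5 and 5, and 3, 16 and 34 lower. The study chose these lists on the same arrays, so the counts are not independent evidence. The Lb17 counts at 2–5 h dropped when 1 array was left out: 23 without Lb17 replicate 1, 27 without control replicate 1 and 18 without control replicate 3 for proteolysis, 9 without Lb17 replicate 1, 11 without control replicate 1 and 8 without control replicate 3 for energy, and 31 without control replicate 1, 29 without control replicate 2 and 18 without control replicate 3 for the lower development genes.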

The *Drosophila* biological function categories most significantly up-regulated by both wasp species are proteolysis and energy generation, while the biological function category most significantly down-regulated by both wasp species is development (see Table S1 for numbers of genes from each category, and Table S2A for gene identities). Thus, one common response to wasp parasitism involves activation of proteolytic cascades, which are widely believed to be important for extracellular signaling in general, and for hemolymph coagulation and humoral immune signaling in particular. As very few such immune response proteolytic enzymes have been functionally studied in *Drosophila* [49–51], this list provides a set of candidates for future research. 

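Some nuclear genes for the respiratory chain were slightly higher at 2–5 and 21–24 h of Lb17 attack. Of 78 oxidative phosphorylation genes, 19 were higher and 0 lower at 2–5 h and 35 and 0 at 21–24 h. This list and that of the digestive proteases share many members with the study's tables. Their direction is therefore not independent evidence. The complex I subunit genes ND-B17 and ND-15 rose by 0.33 (SE 0.051, adjusted p = 0.00582) and 0.29 (SE 0.047, adjusted p = 0.00616) at 2–5 h, and ND-ACP by 0.46 (SE 0.061, adjusted p = 0.000629) at 21–24 h. At 9–12 h limma called 0 of the 78 (0 higher and 9 lower at an unadjusted p under 0.05, 0 higher by the test of the paper's methods at p under 0.01). Adjusted over the list alone the Lb17 counts were 41, 0 and 40 higher. After Lh14 attack none passed at any time (at an unadjusted p under 0.05, 24, 1 and 23 higher and 0, 0 and 1 lower). The test of the paper's methods called 10, 0 and 5 higher at p under 0.01. Of the same genes 4 were higher in Lb17 than in Lh14 larvae at 21–24 h. Of 21 serine proteases of digestion 12, 5 and 3 were higher and 0, 1 and 1 lower under Lb17 at the 3 times (by the test of the paper's methods at p under 0.01 7, 3 and 0 and 0, 0 and 2), among the early ones alphaTry, 0.80 (SE 0.14, adjusted p = 0.00813), and Jon66Cii, 0.79 (SE 0.10, adjusted p = 0.00207). Between the wasps 3, 1 and 0 were higher and 0, 1 and 5 lower in Lb17 larvae. The count at 2–5 h became 5 without Lb17 replicate 1 or control replicate 1, 9 without Lb17 replicate 3, 12 without control replicate 2 and 3 without control replicate 3, that at 21–24 h 22 without Lb17 replicate 1 or 3, and that of the digestive genes at 2–5 h 7 without Lb17 replicate 1 or control replicate 3. The higher digestive genes became 3 without Lb17 replicate 1 or control replicate 1 and 2 without Lb17 replicate 2 or 3 or control replicate 3 at 9–12 h and 1 without Lb17 replicate 1 or 3 or control replicate 2 or 3 at 21–24 h, and the lower ones 0 without Lb17 replicate 1 or 2 or control replicate 1 or 2 and 0 without Lb17 replicate 1, 2 or 3 or control replicate 1, 2 or 3. Between the wasps the higher ones became 1 without Lb17 replicate 1 or Lh14 replicate 1, 2 or 3 at 2–5 h, 0 without Lb17 replicate 2 or 3 or Lh14 replicate 1, 2 or 3 at 9–12 h and 1 without Lh14 replicate 1 at 21–24 h, and the lower ones 2 without Lh14 replicate 2 at 9–12 h and 3 without Lb17 replicate 1 or 3 at 21–24 h.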

The second common response to parasitoid attack appears to involve conserving energy by slowing down normal cellular and physiological activities, and to instead devote molecular machinery to elevated ATP production via overexpression of genes involved in mitochondrial electron transport and oxidative phosphorylation. This energy production may help pay the cost of mounting an immune response. Expression of genes involved in the development of adult morphological structures such as eyes and gonads are especially down-regulated. This developmental slowdown is obvious at the organismal level, as infected D. melanogaster pupate approximately 2 d later than controls.

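Among genes of future adult structures, a few fell after Lb17 attack and some rose. The imaginal disc gene ap rose by 0.68 (SE 0.074, adjusted p = 0.000997) at 2–5 h and nub, on 1 of its 3 probe sets, by 0.66 (SE 0.11, adjusted p = 0.0053) at 9–12 h, while Dll, which patterns the limbs, fell on 2 of 3 probe sets, the larger by 0.79 (SE 0.11) at 21–24 h. Of 12 disc genes 2, 1 and 0 were higher and 2, 2 and 2 lower (over the list alone 2, 1 and 0 higher and 3, 3 and 2 lower). Of 14 testis genes 6 were lower and 0 higher at 21–24 h (10 lower over the list alone), with Mst98Ca at -0.58 (SE 0.11, adjusted p = 0.00481), 1 at 9–12 h and 0 at 2–5 h (0 lower by limma at an unadjusted p under 0.05, 0 by the test of the paper's methods at p under 0.01). Of 7 nervous system genes 3 were lower at 21–24 h, among them Appl, -0.79 (SE 0.10, adjusted p = 0.000534), and fne, -0.71 (SE 0.11, adjusted p = 0.00153). Muscle genes fell as well: 2, 4 and 6 of 9, with bt at -0.84 (SE 0.19, adjusted p = 0.0105). The testis count at 21–24 h became 2 without Lb17 replicate 1 or 3 or control replicate 2 and 1 without Lb17 replicate 2 or control replicate 3.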

Only two major biological function categories, proteolysis (a novel set distinct from those discussed above) and defense response, show significantly different expression levels in Lb17 versus Lh14 attacked *Drosophila* at the early time points post-infection (2–5 h, 9–12 h), almost entirely due to gene up-regulation in Lb17 attacked flies (Table S2b). 

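Many proteases were higher in Lb17 than in Lh14 larvae. After 2–5 h CG6639 stood 5.62 (SE 0.38, adjusted p = 6.5e-05) and CG4793 (1 of its 3 probe sets) 3.95 (SE 0.072, adjusted p = 7.3e-09) above the Lh14 larvae, both of them genes of serine protease type. By 9–12 h CG3355 and the filzig protease gene flz were higher by 5.96 (SE 0.65, adjusted p = 0.000472) and 4.42 (SE 0.38, adjusted p = 0.000176). Among defense genes BomS5, of the bomanin peptides, was higher by 4.85 (SE 0.72, adjusted p = 0.00694) at 2–5 h. Of 73 proteolysis genes listed for this contrast, 24 were higher and 5 lower in Lb17 larvae at 2–5 h, 54 and 0 at 9–12 h, and 15 and 4 at 21–24 h. Of 51 defense genes 22 and 7, 34 and 4, and 8 and 4 passed at the same times. Both lists were chosen by the study on these arrays and are not independent evidence. The counts of lower defense genes moved when 1 array was left out: 1 without Lb17 replicate 1 or Lh14 replicate 2 or 3 and 3 without Lh14 replicate 1 at 2–5 h, 1 without Lb17 replicate 1 or 3 or Lh14 replicate 1 and 2 without Lb17 replicate 2 or Lh14 replicate 3 at 9–12 h and 8 without Lh14 replicate 1 at 21–24 h. The 5 lower protease genes at 2–5 h became 2 without Lh14 replicate 3.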

To a lesser extent, mRNA levels from two biological function categories important for wound healing, chitin metabolism and cuticle structural constituents, decreased initially but then were significantly up-regulated specifically in Lb17 attacked flies at the later time points (9–12 h, 21–24 h). Thus, at the molecular level, the main difference between Drosophila attacked by Lb17 and Lh14 is that Lb17 attacked flies appear to mount sustained immune and wound responses, within 12 and 24 h, respectively, while Lh14 attacked flies do not.

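After Lb17 attack more cuticle genes were lower than higher at 2–5 h, and more were higher than lower at the later times. Within 2–5 h the chitinase gene Cht6 fell by 1.36 (SE 0.11) and the chitin deacetylase gene Cda5 by 0.84 (SE 0.11), while at 9–12 h Cda5 rose by 1.16 (SE 0.16, adjusted p = 0.00173) and mtg by 2.25 (SE 0.21, adjusted p = 0.000332). The cuticle gene Cpr23B went from -1.48 (SE 0.20, adjusted p = 0.00251) to 3.32 (SE 0.60, adjusted p = 0.00696). By 21–24 h Cpr76Bb and Cpr62Bb were higher by 3.17 (SE 0.13) and 2.09 (SE 0.098) (3 arrays per group). Of 81 cuticle protein genes, 1 was higher and 16 lower at 2–5 h, 23 and 15 at 9–12 h, and 32 and 6 at 21–24 h (over the list alone 1 and 20, 25 and 19, and 38 and 7). This list was gathered before the files were opened, but the paper's folds for some members had been seen. Its direction is therefore not independent evidence. After Lh14 attack 0 passed at each time (higher at an unadjusted limma p under 0.05: 2, 3 and 19, lower: 4, 3 and 0, and 0, 1 and 1 higher by the test of the paper's methods at p under 0.01). Between the wasps 23 were higher in Lb17 larvae and 15 lower at 9–12 h, and 24 and 8 at 21–24 h. Of the study's own 8 chitin genes of the early list 8 were lower in Lb17 than in Lh14 larvae at 2–5 h and 8 higher at 9–12 h, and of its 15 later ones 15 were higher at 9–12 h. Those lists were chosen on these arrays and are not independent evidence. Some genes of moulting rose at 9–12 h as well. Of 16 ecdysone response genes 8 were higher and 1 lower at that time, but 1 and 4 at 21–24 h. ImpE1 (3 of 4 probe sets) and ftz-f1 rose by 2.05 (SE 0.24, adjusted p = 0.000737) and 2.32 (SE 0.30, adjusted p = 0.00117) at 9–12 h. RNA quality, higher in all Lb17 arrays, was also higher at 2–5 h, when more cuticle genes were lower than higher, and at 21–24 h, when more were higher than lower. The paper names chitin metabolism and cuticle constituents as categories of wound healing, and reasons that the Lb17 attacked flies appear to keep up a wound response. The early count of lower cuticle genes became 9 without Lb17 replicate 1 or 3, 28 without Lb17 replicate 2 and 8 without control replicate 2 or 3, and the 23 higher ones at 9–12 h became 15 without Lb17 replicate 2.

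**Figure D2:**
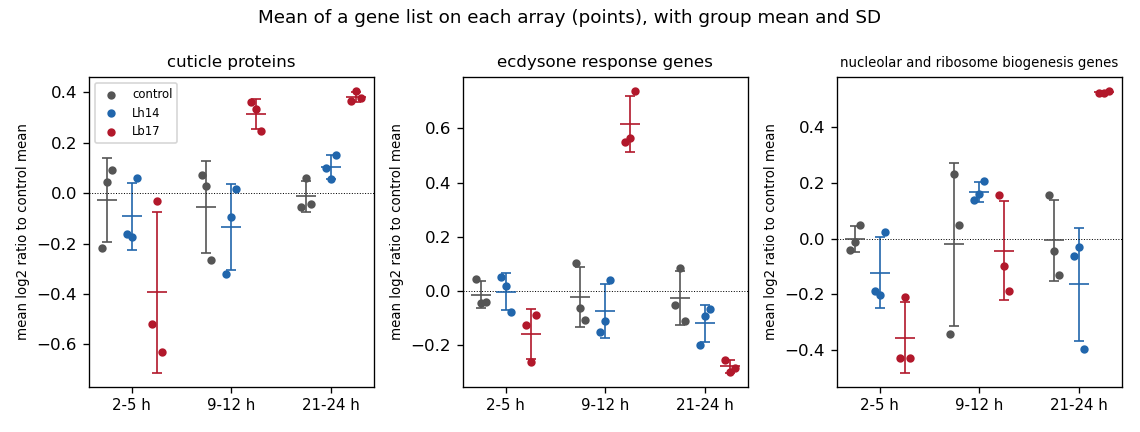
Mean log2 ratio to the control arrays of the same time point over the genes of each list (cuticle proteins, ecdysone response genes, nucleolar and ribosome biogenesis genes), 1 point per array, 3 arrays per group and time point.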

### Candidate Anti-Parasite Immune Response Pathways and Genes

Several genetic pathways and individual genes have been implicated in the cellular arm of the *Drosophila* immune response through their involvement in hematopoiesis, hemocyte differentiation, hemocyte cytoskeletal rearrangements, and melanization (Introduction). We focus first on transcriptional differences in these known cellular immunity genes after Lb17 attack (Table S3). 

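Within 2–5 h of Lb17 attack Tl, the Toll receptor gene, rose through 1 of its 2 probe sets by 1.34 (SE 0.14, adjusted p = 0.000803), the Spätzle-processing enzyme gene SPE by 2.62 (SE 0.17, adjusted p = 6.46e-05), and nec, a serpin of the pathway, by 1.46 (SE 0.076, adjusted p = 1.46e-05). In JAK/STAT signaling the feedback inhibitor Socs36E rose by 1.03 (SE 0.16, adjusted p = 0.00564) and the kinase gene hop by 0.59 (SE 0.067, adjusted p = 0.00109), with the complement-like target TepII at 2.32 (SE 0.21, adjusted p = 0.000407). Among proteases of the phenoloxidase (PO) cascade Sp7 rose by 1.52 (SE 0.11, adjusted p = 0.000109) and CG1102 by 0.65 (SE 0.054, adjusted p = 0.000246). Of 43 Toll pathway genes 17 were higher and 1 lower at 2–5 h (25 not passed), 9 and 4 at 9–12 h, and 2 and 6 at 21–24 h (list alone 20 and 3, 9 and 6, 3 and 12). Of 22 JAK/STAT genes 10 and 0, 7 and 2, and 3 and 6 passed (list alone 11 and 2, 7 and 2, 3 and 9). Of 39 PO genes 11 and 2, 16 and 1, and 16 and 8 passed (list alone 13 and 5, 17 and 2, 17 and 9). Against Lh14 larvae, Lb17 larvae had 8, 6 and 2 Toll genes higher and 1, 5 and 6 lower at the 3 times, 9, 6 and 4 JAK/STAT genes higher and 0, 1 and 2 lower, and 9, 14 and 9 PO genes higher and 2, 1 and 9 lower. Of these contrasts the lower Toll genes became 0 without Lb17 replicate 1, 2 or 3 or Lh14 replicate 1, 2 or 3 at 2–5 h, 2 without Lb17 replicate 1 or 2 or Lh14 replicate 1, 2 or 3 and 1 without Lb17 replicate 3 at 9–12 h and 10 without Lh14 replicate 1 at 21–24 h, and the higher ones 1 without Lb17 replicate 1, 2 or 3 or Lh14 replicate 2 or 3 at 21–24 h. The lower JAK/STAT genes at 21–24 h became 6 without Lh14 replicate 1 and 4 without Lh14 replicate 3, and the lower PO genes 1 without Lb17 replicate 1 or Lh14 replicate 2 or 3 and 4 without Lb17 replicate 2 at 2–5 h and 0 without Lb17 replicate 2 or 3 or Lh14 replicate 3 at 9–12 h. RNA quality was higher in the same Lb17 arrays. With 1 array left out the Toll, JAK/STAT and PO genes higher than control at 2–5 and 9–12 h did not move by more than 1.5-fold, while the few lower ones did: at 9–12 h the 4 lower Toll genes became 2 without Lb17 replicate 1 or 2 or control replicate 2 or 3 and 1 without Lb17 replicate 3, the 2 lower JAK/STAT genes 1 without Lb17 replicate 3 or control replicate 2, and the 1 lower PO gene 0 without Lb17 replicate 2 or 3 or control replicate 2. Within 2–5 h the 2 lower PO genes became 0 without Lb17 replicate 1 or control replicate 1, 6 without Lb17 replicate 2 and 1 without Lb17 replicate 3 or control replicate 2 or 3 and the 1 lower Toll gene 0 without control replicate 1, 2 or 3.

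**Figure D3:**
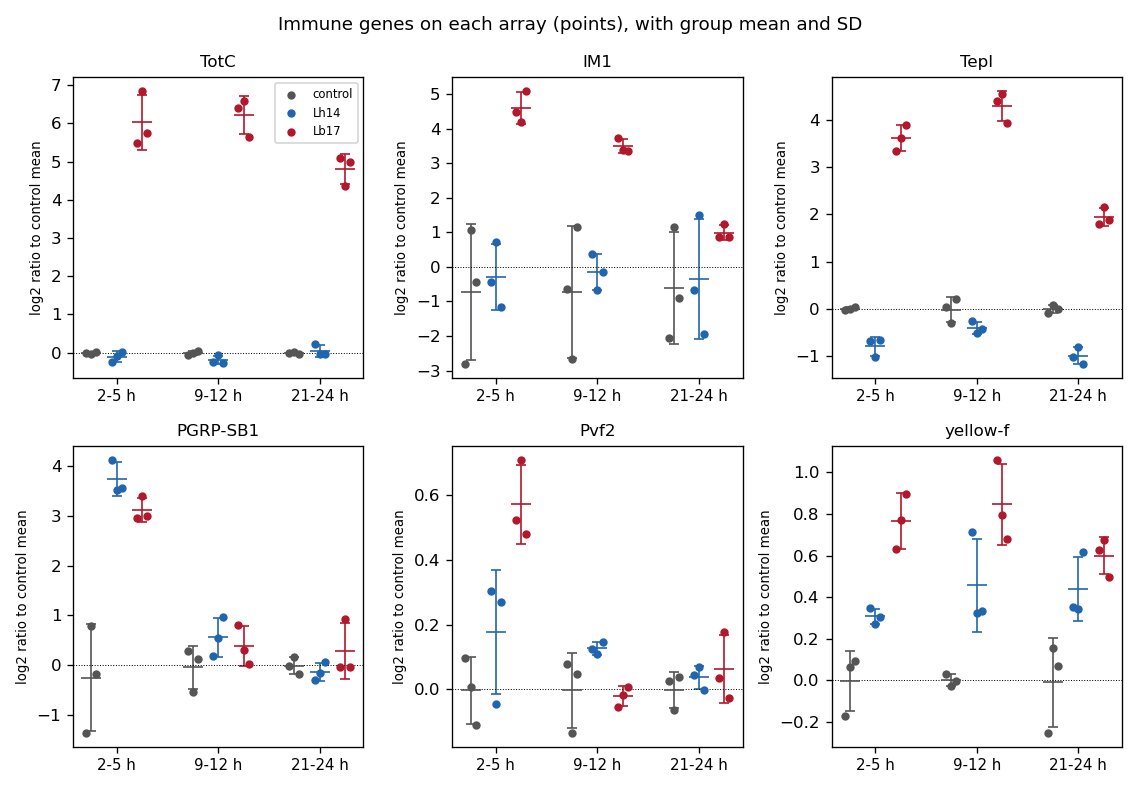
Log2 ratio to the control arrays of the same time point for TotC, IM1, TepI, PGRP-SB1, Pvf2 and yellow-f, 1 point per array, 3 arrays per group and time point.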

We found that numerous genes from the genetically linked Toll, JAK/STAT and PO pathways [50,52,53] are up-regulated in Lb17 attacked flies, confirming that the Toll pathway plays a central role in the anti-parasite immune response (Figure 6) [22]. 

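Pvf1 and Pvf2 encode growth factors that act on blood cells. After Lb17 attack Pvf2 rose early, by 0.57 (SE 0.10, adjusted p = 0.0103) at 2–5 h, and Pvf1 later, by 0.58 (SE 0.094, adjusted p = 0.00405) at 9–12 h (3 Lb17 and 3 control arrays). Neither was called at the other of these times: Pvf2 stood at -0.02 (SE 0.067, adjusted p = 0.897) at 9–12 h and Pvf1 at -0.22 (SE 0.10, adjusted p = 0.246) at 2–5 h. Pvf1 was also higher in Lb17 than in Lh14 larvae at 9–12 h, by 0.47 (SE 0.094, adjusted p = 0.0114), a call that ended without Lb17 replicate 2 or Lh14 replicate 1 or 3 (adjusted p up to 0.0523). At 2–5 h Pvf2 was not called between the wasps (0.39 (SE 0.10, adjusted p = 0.0861)). RNA quality differed between the Lb17 and control arrays at both times.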

The *Pvr* (VEGF receptor) ligands *Pvf1* and *Pvf2*, which are involved in hematopoiesis and hemocyte migration [26,54], were also significantly up-regulated within 12 h after infection by Lb17-attacked flies. *He*, a negative regulator of the cellular encapsulation response, was significantly up-regulated after attack by Lb17 at the later time points post-infection, possibly as part of the normal tamping down of hematopoiesis after an immune response is mounted. 

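He encodes hemese, a surface protein of hemocytes. After Lb17 attack it rose at 21–24 h, by 0.60 (SE 0.060, adjusted p = 0.000131). In the 9–12 h arrays the increase of a like size, 0.57 (SE 0.17, adjusted p = 0.0608), passed when each array was centred on its median or control replicate 3 was left out, and not with all arrays as deposited. Lh14 moved He the other way: it fell by 0.72 at 2–5 h (SE 0.087, adjusted p = 0.011) and by 0.38 at 21–24 h. Lb17 larvae therefore held more He transcript than Lh14 larvae at every time, by 0.88 (SE 0.087, adjusted p = 0.000767), 0.99 (SE 0.17, adjusted p = 0.00491) and 0.99 (SE 0.060, adjusted p = 8.34e-06). Other genes of hemocytes fell after Lh14 attack too, such as the crystal cell gene Bc, -0.67 (SE 0.092, adjusted p = 0.015), and so did genes of other tissues, such as the muscle gene Msp300, -1.22 (SE 0.15, adjusted p = 0.0103), at 2–5 h (both calls ended without Lh14 replicate 2 or control replicate 3). Of 10 plasmatocyte markers 6 were lower at 2–5 h, 1 at 9–12 h and 5 at 21–24 h (list alone 8, 2 and 5), among them the phagocytosis receptor genes eater, -0.73 (SE 0.079, adjusted p = 0.00667), at 2–5 h and NimC1, -0.61 (SE 0.065, adjusted p = 0.00465), at 21–24 h. After Lb17 attack 3, 2 and 2 of these markers were lower and 0, 1 and 1 higher at the 3 times, so the early fall was not confined to Lh14. The Lh14 call of He at 2–5 h ended without control replicate 3 (adjusted p up to 0.0511) and that at 21–24 h without Lh14 replicate 3 or control replicate 1, 2 or 3 (adjusted p up to 0.0997). The Lh14 marker counts became 3 without Lh14 replicate 1, 2 without Lh14 replicate 2 and 1 without control replicate 3 at 2–5 h, and 3 without Lh14 replicate 3 or control replicate 1 or 3 and 2 without control replicate 2 at 21–24 h.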

Neither Lb17 nor Lh14 attack induced obvious transcriptional changes in the Imd, JNK, or Wnt genetic pathways (Table S3), or in other candidate encapsulation response genes. 

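Some genes of the Imd, JNK and Wnt pathways were lower after Lb17 attack, most of them at 21–24 h. After Lb17 attack the JNK pathway ligand egr rose by 0.99 (SE 0.14, adjusted p = 0.00328) at 2–5 h, while the scaffold gene POSH of the Imd list and dally of the Wnt list fell by 0.52 at 2–5 h and 0.43 at 9–12 h (SE 0.067 and 0.080, 3 arrays per group). Of 16 Imd genes 1, 3 and 4 were lower and 0 higher at the 3 times (list alone 1, 3 and 5 lower). Of 14 JNK genes 2, 0 and 0 were higher and 0, 0 and 3 lower (list alone 3, 0 and 0 and 1, 0 and 3). Of 19 Wnt genes 1, 3 and 6 were lower and 0 higher (list alone 1, 3 and 8 lower). After Lh14 attack limma called 0 of the Imd, 0 of the JNK and 0 of the Wnt genes at each time. At an unadjusted p under 0.05 the Lh14 larvae had 0, 0 and 0 Imd, 1, 0 and 5 JNK and 2, 1 and 6 Wnt genes lower and 0, 1 and 1, 1, 2 and 1 and 1, 1 and 1 higher. In Lb17 larvae 4, 0 and 1 Imd and 0, 0 and 0 Wnt genes were higher at that cutoff, and 3, 0 and 7 JNK genes lower. The test of the paper's methods at p under 0.01 gave 0, 0 and 2 Imd, 1, 0 and 0 JNK and 0, 0 and 0 Wnt genes higher under Lb17, and 0, 0 and 0, 0, 0 and 0 and 1, 0 and 0 under Lh14. The lower Imd genes of Lb17 became 0 without Lb17 replicate 2 or 3 and 1 without control replicate 2 at 9–12 h and 2 without Lb17 replicate 1, 2 or 3 or control replicate 1, 2 or 3 at 21–24 h, and the lower Wnt genes 0 without Lb17 replicate 1 or control replicate 2 or 3 at 2–5 h and 1 without Lb17 replicate 1 or 3 or control replicate 1 or 2 at 9–12 h. The higher JNK genes at 2–5 h became 1 without Lb17 replicate 1 or 3 or control replicate 3.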

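Dredd and Rel, the caspase and the NF-κB factor of the Imd pathway, both fell at 9–12 h of Lb17 attack, by 0.26 (SE 0.056, adjusted p = 0.0154) and 0.28 (SE 0.060, adjusted p = 0.0171). At 21–24 h Rel stood at -0.45 (SE 0.079, adjusted p = 0.00313), when it was also lower in Lb17 than in Lh14 larvae, by -0.44 (SE 0.079, adjusted p = 0.00448). The change between times was not tested. In the 2–5 h arrays neither had fallen: Dredd stood at 0.04 (SE 0.057, adjusted p = 0.762) and Rel at 0.41 (SE 0.15, adjusted p = 0.134). After 9–12 h the call of Dredd ended without Lb17 replicate 2 or 3 (adjusted p up to 0.0646) and in a fit of only the Lb17 and control arrays, and that of Rel ended without Lb17 replicate 2 or 3 or control replicate 2 (adjusted p up to 0.0674).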

In fact, the Imd pathway members *Dredd* and *Relish* were both significantly down-regulated within 12 h of Lb17 infection.

**Figure 6:**
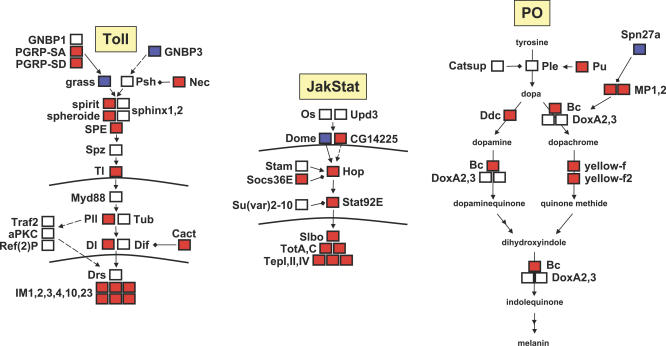
Regulatory Changes in Canonical Immune Pathways after Lb17 Attack Genes in red are significantly overexpressed and in blue underexpressed by Lb17 attacked flies in at least one of three treatment comparisons (Lb17 versus control, Lb17 + Lh14 versus control, or Lb17 versus Lh14) at one of the two early time points post infection (2–5 or 9–12 h). Dashed arrows represent presumed pathway interactions. Horizontal lines represent cell and nuclear membranes; genes inside the nucleus are targets of the upstream pathway. The main Toll pathway AMP Drosomycin was more than 4-fold up-regulated after Lb17 attack, but this change was not significant due to high variance among control replicates. Of the 33 overexpressed genes represented in this figure, only two, *PGRP-SA* and *PGRP-SD*, were also overexpressed in the Lh14 versus control comparison (relative to 21 in the Lb17 versus control comparison).

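Drs, the gene of the antifungal peptide Drosomycin, stood 3.22 (SE 1.24, adjusted p = 0.152) above control at 2–5 h of Lb17 attack, and limma did not call it. Genes of immune induced peptides and bomanins passed at the same time: IM10 rose by 2.98 (SE 0.34, adjusted p = 0.00109), IM4 by 3.33 (SE 0.49, adjusted p = 0.00407) and BomT2 by 4.08 (SE 0.52, adjusted p = 0.00197) (3 Lb17 and 3 control arrays). Of 11 immune induced peptide genes 10, 11 and 5 were higher after Lb17 attack at the 3 times (list alone 11, 11 and 5), and 8, 9 and 5 were higher in Lb17 than in Lh14 larvae. That list shares many members with the study's tables, so its direction is not independent evidence. The control arrays spread widely for Drs at 2–5 h (standard deviation 2.38, against 0.0435 for the Lb17 arrays). After Lh14 attack Drs stood at 0.66 (SE 1.24, adjusted p = 0.875), and between the wasps at 2.56 (SE 1.24, adjusted p = 0.389), also not called.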

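PGRP-SA and PGRP-SD encode recognition proteins for bacterial cell wall. Both rose at 2–5 h under either wasp: PGRP-SA by 1.36 (SE 0.10, adjusted p = 0.000114) after Lb17 and 0.97 (SE 0.10, adjusted p = 0.00619) after Lh14 attack, and PGRP-SD by 1.53 (SE 0.19, adjusted p = 0.00169) after Lb17 attack. By 21–24 h PGRP-SA was lower than control under Lb17, -0.47 (SE 0.10, adjusted p = 0.00812), and lower than in Lh14 larvae, -0.87 (SE 0.10, adjusted p = 0.000424). Of the 43 Toll genes only 2 were higher after Lh14 attack at 2–5 h (4 over the list alone), and limma called 0 and 0 at the later times (4 and 6 higher at an unadjusted p under 0.05, 0 and 0 by the test of the paper's methods at p under 0.01). The study counts both genes under the Toll pathway, where 17 genes rose under Lb17 at this time.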

Although not yet cloned, *Drosophila* loci important for variation in resistance to two different wasp species, L. boulardi and A. tabida, have been classically mapped to cytological positions 55C-F and 35B-E and are named *Rst(2)Lb* and *Rst(2)At*, respectively (the cytological position of *Rst(2)At* was inferred via conversion from genetic position 2.51–3, http://www.flybase.org/) [55]. Interestingly, expression of genes known to be regulated by the Toll and JAK/STAT pathways occur in both of these regions, and are some of the most highly expressed genes after Lb17 attack identified in our survey (Table S3). 

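The immune induced genes of 55C-F were among the most strongly raised after Lb17 attack. After 2–5 h IM23 and BomS5 stood 4.20 (SE 0.52) and 4.61 (SE 0.72, adjusted p = 0.00554) above control, at 9–12 h BomT2 and IM2 4.17 (SE 0.37, adjusted p = 0.000252) and 4.44 (SE 0.85, adjusted p = 0.00979), and at 21–24 h BomS6 2.71 (SE 0.29, adjusted p = 0.00022). The serine protease gene CG18609 of the same region rose by 2.61 (SE 0.12, adjusted p = 9.43e-07) at 21–24 h, and it also rose after Lh14 attack, by 1.14 (SE 0.12, adjusted p = 0.00465). Of 21 genes of the region 11 were higher and 0 lower at 2–5 h, 15 and 3 at 9–12 h, and 8 and 3 at 21–24 h. Between the wasps 6, 10 and 7 were higher and 1, 3 and 3 lower in Lb17 larvae. After Lh14 attack 0, 0 and 1 were higher (4, 4 and 3 by limma at an unadjusted p under 0.05, 1, 0 and 1 by the test of the paper's methods at p under 0.01). The study lists the region from the same arrays, so this is not independent evidence, and the 11 at 2–5 h became 7 without Lb17 replicate 1.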

The 55C-F region contains a large cassette of tightly linked and coregulated “immune induced” genes thought to be regulated by the Toll pathway [5], several of which are greatly up-regulated after Lb17 attack but not Lh14 attack. Likewise, the gene *edl*, which was previously implicated in the immune response against L. boulardi [56], plays a regulatory role in and is itself regulated by the Ras pathway signaling [57], and was more than 2-fold up-regulated after Lb17 attack but not Lh14 attack. 

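edl encodes a regulator of Ras pathway signaling. After Lb17 attack it rose at 9–12 h, by 1.5 (SE 0.15, adjusted p = 0.000421), and stood higher than in Lh14 larvae by 1.36 (SE 0.15, adjusted p = 5e-04) (3 arrays per group). After Lh14 attack it was not called at that time, 0.14 (SE 0.15, adjusted p = 0.813). The increase was brief: under Lb17 edl stood at -0.51 (SE 0.14, adjusted p = 0.0542) at 2–5 h and -0.07 (SE 0.063, adjusted p = 0.499) at 21–24 h. slbo, a C/EBP transcription factor gene, rose at 9–12 h as well, by 3.22 (SE 0.30, adjusted p = 0.000294).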

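TepI, a complement-like thioester gene in 35B-E, was raised at all 3 times after Lb17 attack, by 3.61 (SE 0.13, adjusted p = 2.97e-06), 4.31 (SE 0.17, adjusted p = 4.31e-06) and 1.94 (SE 0.11, adjusted p = 3.32e-06). Under Lh14 it moved down: it fell by 0.99 at 21–24 h (adjusted p = 0.00539), and its lower value at 2–5 h, -0.79 (SE 0.13, adjusted p = 0.0292), was lost with any 1 array left out (adjusted p up to 0.127). Directly compared, Lb17 larvae held more TepI than Lh14 larvae by 4.40 (SE 0.13), 4.70 (SE 0.17) and 2.93 (SE 0.11). Its neighbours CG4793 (1 of its 3 probe sets) and CG18478, of serine protease type, rose with it, by 3.91 (SE 0.072, adjusted p = 8.1e-09) and 2.10 (SE 0.23, adjusted p = 0.000995) at 2–5 h. After 21–24 h Cpr35B, a cuticle gene, joined them, 2.00 (SE 0.074, adjusted p = 4.05e-07). Of 14 genes of 35B-E 9 were higher and 1 lower at 2–5 h, 8 and 0 at 9–12 h, and 11 and 1 at 21–24 h. After Lh14 attack 0, 0 and 1 were higher and 2, 0 and 2 lower. The study lists the region from these arrays, which is not independent evidence. With 1 array left out the higher counts under Lb17 moved little. The 2 lower genes of Lh14 at 21–24 h became 1 without Lh14 replicate 3 or control replicate 2 or 3, and the 1 higher 0 without Lh14 replicate 1 or control replicate 1, 2 or 3 and 2 without Lh14 replicate 3.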

In the 35B-E region, the Toll/JAK/STAT-regulated complement-like protein *TepI* [52] is greater than 10-fold up-regulated after Lb17 attack, but is not differentially regulated after Lh14 attack. An important role for *TepI* in the *Drosophila* antiparasite immune response is further supported by the fact that a mosquito Tep protein binds to and mediates melanotic killing of malarial ookinetes [58].

One of the last stages in a successful encapsulation response is the migration and adhesion of new hemocytes (particularly lamellocytes) to the wasp egg, the flattening and spreading of hemocytes over the egg, and formation of septate junctions among hemocytes to tightly seal the melanotic capsule [8]. It is at this stage that the *Drosophila* immune response to L. boulardi appears to break down, as lamellocytes lose their flattened shape and fail to adhere to the wasp egg or to each other [41,42]. 

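Genes of cell migration and cell adhesion fell at 21–24 h of Lb17 attack. Among them the Slit receptor gene lea was lower by -0.81 (SE 0.10, adjusted p = 0.000442), the proteoglycan genes Sdc and trol by -0.60 (SE 0.081, adjusted p = 0.00074) and (3 of 8 probe sets) -0.91 (SE 0.13, adjusted p = 0.00113), and the cadherin gene ds by -0.62 (SE 0.075, adjusted p = 0.000398). lea and ds were also lower in Lb17 than in Lh14 larvae, by -0.52 (SE 0.10, adjusted p = 0.00651) and -0.40 (SE 0.075, adjusted p = 0.00595). Of 13 migration genes that the study lists for the merged comparison 10 were lower under Lb17 and 0 under Lh14. The Lh14 count was 12 lower by limma at an unadjusted p under 0.05 and 0 by the test of the paper's methods at p under 0.01. Of 10 adhesion genes 8 were lower under Lb17 and 1 under Lh14, the hemolectin gene Hml at -0.96 (SE 0.13, adjusted p = 0.0133), a call that ended without control replicate 1 or 2 (adjusted p up to 0.0792). Both lists were chosen by the study on these arrays, which is not independent evidence. The adhesion count became 5 without Lb17 replicate 2 or 3 or control replicate 1 or 2. RNA quality was higher in the Lb17 arrays at this time.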

Interestingly, there is a small but significant excess of genes involved in both cell migration and cell adhesion down-regulated in response to both wasp species at the 24-h time point, when encapsulation is thought to occur. Thus, it is possible that Lb17 and Lh14 actively suppress encapsulation by regulating *Drosophila* lamellocyte membrane components and cytoskeletal structure, strategies previously observed in other parasitoid systems [59].

Cell migration requires three steps: the generation of an actin-rich lamella at the leading edge of the cell, adhesion of the advancing leading edge to the extracellular substrate, and release from the extracellular substrate by the trailing edge of the migrating cell [60,61]. A recent study identified 21 proteins necessary for proper lamella formation, the first step in cell migration, in *Drosophila* S2 (immune-competent) cells [62]. Remarkably, nine of these 21 genes were significantly down-regulated in Lb17 attacked flies at the 21–24-h time point post-infection, four of which are thought to function in actin nucleation and branching as part of the Arp2/3 and SCAR complex (*Abi*, *Arp2*, *kette*, *Sra-1*). None of these 21 genes were significantly down-regulated in Lh14 attacked flies (Table S3), suggesting that inhibition of lamella formation may be unique to Lb17 infection. 

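Several genes of lamella formation were lower at 21–24 h of Lb17 attack. Cdc42, a small GTPase gene of the actin skeleton, fell by 0.67 (SE 0.062, adjusted p = 8.44e-05) and the myosin gene zip by 0.55 (SE 0.10). In the SCAR complex Abi, Hem (kette) and Sra-1 fell by 0.43, 0.45 and 0.31 (SE 0.058, 0.092 and 0.056, 3 arrays per group). Arp14D, the Arp2 gene, was not called, -0.25 (SE 0.10, adjusted p = 0.118). Of the 21 genes 7 were lower and 0 higher (14 not passed), 11 lower over the list alone. The test of the paper's methods at p under 0.01 called 9 lower. At 2–5 and 9–12 h 0 and 1 were lower under limma (3 and 7 at an unadjusted p under 0.05).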

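After Lh14 attack limma called 0 of the 21 lamella genes lower at 21–24 h (2 lower at an unadjusted p under 0.05, 0 by the test of the paper's methods at p under 0.01). Abi stood at -0.07 (SE 0.058, adjusted p = 0.638) and Sra-1 at 0.18 (SE 0.056, adjusted p = 0.195). Lb17 larvae held less of both transcripts than Lh14 larvae, by -0.36 (SE 0.058, adjusted p = 0.00243) and -0.49 (SE 0.056, adjusted p = 0.000369). Between the wasps 8 of the genes were lower and 0 higher in Lb17 larvae (9 lower over the list alone). The 8 became 4 without Lb17 replicate 1, 2 or 3 and 5 without Lh14 replicate 2.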

Several of the cell migration genes down-regulated after attack by both wasp species are thought to play roles in adhesion of migrating axons to the extracellular substrate and may play similar roles during hemocyte migration. These include an overlapping group of genes with immunoglobulin (*Dscam*, *Lar*, *leak*), fibronectin (*dome*, *Dscam*, *Lar*, *leak*, *Ptp99a*), and protein tyrosine phosphatase (*csw*, *dome*, *Lar*, *Ptp99a*) domains, along with the interacting protein tyrosine kinase gene *Abl* (a homolog of which is involved in T cell–mediated immunity in mice [63]). In particular, *Dscam* encodes a massively alternatively spliced protein recently found to be expressed in hemocytes as well as in secreted form in the hemolymph, and RNA interference of *Dscam* mRNA results in decreased ability of hemocytes to phagocytose bacteria [64].

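At 21–24 h of Lb17 attack lea, also called leak, and the tyrosine kinase gene Abl fell, Abl by 0.32 (SE 0.061, adjusted p = 0.00452). Dscam fell through 1 of its 2 probe sets, -0.73 (SE 0.17, adjusted p = 0.0135), and not through the other, 0.14 (SE 0.091, adjusted p = 0.368). Lar, a receptor phosphatase gene, stood at -0.34 (SE 0.10, adjusted p = 0.0387) and the phosphatase gene csw at -0.34 (SE 0.083, adjusted p = 0.0153), while the JAK/STAT receptor gene dome was not called, -0.17 (SE 0.070, adjusted p = 0.127). Ptp99A was lower on 2 of its 6 probe sets, -0.29 (SE 0.067) and -0.32 (SE 0.076), calls that ended without Lb17 replicate 1 or control replicate 2 (adjusted p up to 0.0593) and without Lb17 replicate 1 or 3 or control replicate 1 or 2 (adjusted p up to 0.0637). After Lh14 attack none of the 7 genes was called by limma at this time, though Lar, -0.31 (SE 0.10, adjusted p = 0.223), and csw, -0.29 (SE 0.083, adjusted p = 0.168), had values near those under Lb17. With both wasps merged against control each of the 7 had a probe set lower at an unadjusted limma p under 0.05 and by the test of the paper's methods at p under 0.01, but none passed the adjustment, from Ptp99A (adjusted p = 0.069) to Abl (adjusted p = 0.213). The call of Dscam ended without Lb17 replicate 3 (adjusted p up to 0.0556), that of csw without Lb17 replicate 2 or control replicate 2 (adjusted p up to 0.066), and that of Lar with any 1 array left out (adjusted p up to 0.141).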

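Fas2, which encodes the neural adhesion protein fasciclin 2, fell at 21–24 h of Lb17 attack on both of its probe sets, by 0.61 (SE 0.10, adjusted p = 0.00258) and 0.55 (SE 0.067, adjusted p = 0.00042). Con, which encodes connectin, was not called: it stood at -0.15 (SE 0.075, adjusted p = 0.194) after Lb17 and -0.16 (SE 0.075, adjusted p = 0.369) after Lh14 attack (3 arrays per group). Fas2 was not called after Lh14 attack, at -0.38 (SE 0.10, adjusted p = 0.157) and -0.27 (SE 0.067, adjusted p = 0.119). With both wasps merged Con stood at -0.16 (SE 0.063, adjusted p = 0.251) and Fas2 at -0.49 (SE 0.11, adjusted p = 0.086), lower by the test of the paper's methods at p under 0.01 but not past the adjustment in limma. dlg1, whose product gathers at cell junctions and synapses, fell under Lb17 on 1 of its 4 probe sets.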

Of the down-regulated cell adhesion genes, two are well-characterized homophilic cell adhesion genes important for motor axon fasciculation (*Con*, *Fas2*) [65]. Several genes important for septate junction assembly were also specifically down-regulated in Lb17 attacked flies (*Cont*, *cora*, *crb*, *dlg1*, *Lac*, *Nrg*, *Nrx-IV*, *pck*, *sinu*). 

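Septate junction genes fell at 9–12 and 21–24 h of Lb17 attack. Nrg, which encodes neuroglian, was lower on 2 of its 3 probe sets at 9–12 h, by 0.82 (SE 0.10, adjusted p = 0.00105) and 0.84 (SE 0.092, adjusted p = 0.000615), and still lower than control at 21–24 h, by 0.43 (SE 0.070, adjusted p = 0.00204) and 0.36 (SE 0.069, adjusted p = 0.00504). cora fell by 0.54 (SE 0.086) and sinu by 0.33 (SE 0.066) at 9–12 h, and Lac by 0.55 (SE 0.075) and crb by 0.42 (SE 0.083) at 21–24 h. Nrg was also lower in Lb17 than in Lh14 larvae, by -0.55 (SE 0.10) and -0.61 (SE 0.092) at 9–12 h, and Lac by -0.43 (SE 0.075, adjusted p = 0.00435) at 21–24 h. After Lh14 attack none of the 9 genes was called by limma at any time (at 21–24 h dlg1, the nearest, stood at -0.34 (SE 0.13, adjusted p = 0.283)). Cont, Nrx-IV and pck were also lower under Lb17 at 21–24 h. Their calls ended without Lb17 replicate 1 or 3 or control replicate 1, 2 or 3 (adjusted p up to 0.103), without Lb17 replicate 2 or 3 or control replicate 2 or 3 (adjusted p up to 0.0876) and without Lb17 replicate 1, 2 or 3 or control replicate 2 (adjusted p up to 0.0736).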

Whether any of these cell migration and cell adhesion genes function in hemocyte migration and attachment during the cellular immune response is not yet known, but the fact that many of them were originally identified from neurons is interesting given that notable parallels between nervous system development and the immune response have recently come to light [64,66].

### Experimental Confirmation of Microarray Results

To confirm our microarray results showing distinct differences in the *Drosophila* immune response against Lb17 and Lh14, we tested whether PO activity and NF-κB pathway activation were induced in Lb17 attacked flies in independent experiments. First, we assayed host hemolymph PO enzyme activity after wasp attack by in vitro measurement of the conversion of L-DOPA to dopachrome (Materials and Methods). We found significantly increased PO activity in hemolymph form Lb17 attacked larvae 24 h post-infection, while PO enzyme activity in Lh14 attacked *Drosophila* larvae could not be distinguished from control (Figure 7A). These data mimic our microarray results at the protein level, i.e., the increased transcription of the PO pathway genes *Pu*, *Ddc*, *Bc*, *yellow-f*, *yellow-f2*, and prophenoloxidase (proPO) activating enzymes (and decreased transcription of a negative regulator of the PO pathway, *Spn27a*) at the earlier time points is associated with increased PO enzyme activity in Lb17 attacked fly hemolymph 24 h post-infection, when melanotic encapsulation typically occurs [8].

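Genes that make the substrates of melanin rose at 9–12 h of Lb17 attack: Pu, of pteridine synthesis, by 0.43 (SE 0.066, adjusted p = 0.00314) and the dopa decarboxylase gene Ddc by 1.26 (SE 0.15, adjusted p = 0.000896). yellow-f, a dopachrome conversion enzyme gene, was raised at all 3 times, by 0.77 (SE 0.087, adjusted p = 0.00109), 0.84 (SE 0.12, adjusted p = 0.00212) and 0.61 (SE 0.11, adjusted p = 0.00375), while yellow-f2 was not called at 2–5 h, 0.29 (SE 0.088, adjusted p = 0.0731). After Lh14 attack yellow-f stood at 0.31 (SE 0.087, adjusted p = 0.153), 0.46 (SE 0.12, adjusted p = 0.409) and 0.45 (SE 0.11, adjusted p = 0.118), not called, with each of the 9 Lh14 arrays above every control array of its time. Bc, the crystal cell prophenoloxidase gene, did not rise: it stood at 0.03 (SE 0.092, adjusted p = 0.899) at 2–5 h and fell by 0.77 at 21–24 h (SE 0.10, adjusted p = 0.000601). It lay above the Lh14 larvae at 2–5 h, by 0.70 (SE 0.092, adjusted p = 0.00347), because it fell after Lh14 attack, -0.67 (SE 0.092, adjusted p = 0.015). The serpin gene Spn27A was higher at 2–5 h, 0.34 (SE 0.077, adjusted p = 0.0263), and lower at 9–12 h, -0.26 (SE 0.070, adjusted p = 0.0435), and lower than in Lh14 larvae at 9–12 h, -0.34 (SE 0.070, adjusted p = 0.0129). The protease gene SPE was still raised at 9–12 h, by 1.57 (SE 0.12, adjusted p = 0.000144). The calls of Spn27A ended without Lb17 replicate 1 or 3 or control replicate 1 or 3 (adjusted p up to 0.1) at 2–5 h and without Lb17 replicate 2 or 3 or control replicate 2 or 3 (adjusted p up to 0.144) at 9–12 h, and its difference between the wasps without Lb17 replicate 2 or 3 or Lh14 replicate 3 (adjusted p up to 0.0619). That of Bc after Lh14 attack ended without Lh14 replicate 2 or control replicate 3 (adjusted p up to 0.0766).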

**Figure 7:**
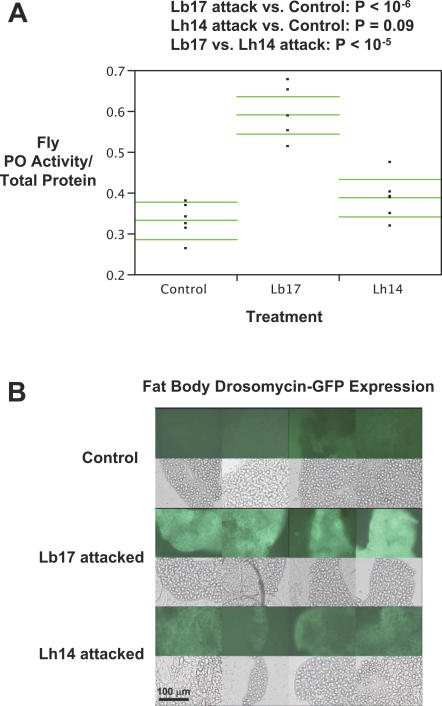
Confirmation of Microarray Results at the Protein Level (A) PO enzyme activity (standardized by total protein levels) in *Drosophila* larvae 24 h after wasp attack. Means and upper/lower 95% confidence intervals are represented by horizontal lines. (B) Fat body expression of Drosomycin-GFP 24 h after wasp attack.

Next, we assayed host fat body production of green fluorescent protein GFP under the control of several antimicrobial peptide (AMP) promoters after attack by both wasps. We found that a significantly greater proportion of fat body cells express the Toll pathway–specific Drosomycin-GFP in Lb17 versus Lh14 attacked larvae (Table 2), and that even in GFP-producing cells GFP fluorescence was markedly higher in Lb17 attacked flies (Figure 6B). We also found significant production of the partially Toll pathway–regulated Metchnikowin-GFP after attack by both wasp species [67], and no detectable production of Cecropin A1-GFP, Diptericin-GFP, or Drosocin-GFP after attack by either wasp species, results that are all consistent with the microarray gene expression results (Figure S1). 

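Mtk, the gene of the antifungal peptide metchnikowin, rose by 2.99 (SE 0.62, adjusted p = 0.0177) at 2–5 h of Lb17 attack and was not called after Lh14 attack, 3.07 (SE 0.62, adjusted p = 0.052). With 1 array left out the limma adjusted p of Mtk after Lh14 attack ranged from 0.0254 to 0.186. Mtk was not called between the wasps either (-0.08 (SE 0.62, adjusted p = 0.973)). Dpt, the diptericin gene, stood at 0.02 (SE 0.066, adjusted p = 0.916) after Lb17 attack, and the drosocin gene Dro at 0.25 (SE 0.092, adjusted p = 0.131) after Lb17 and 0.47 (SE 0.092, adjusted p = 0.0482) after Lh14 attack. Other peptide genes did rise under Lb17: AttC by 3.64 (SE 0.66, adjusted p = 0.0105) and CecC by 2.57 (SE 0.45, adjusted p = 0.00888) at 2–5 h, and DptB by 2.43 (SE 0.39, adjusted p = 0.00371) and Cec2 by 1.73 (SE 0.16, adjusted p = 0.000275) at 9–12 h. With both wasps merged AttC and DptB were higher at 2–5 h too, by 3.38 (SE 0.58, adjusted p = 0.0244) and 2.65 (SE 0.52, adjusted p = 0.0389). Cec2 was higher in Lb17 than in Lh14 larvae at 9–12 h, by 1.73 (SE 0.16, adjusted p = 0.000242). Counts of calls under each wasp do not by themselves show a difference between the wasps. Of 18 antimicrobial peptide genes 8, 3 and 1 were higher after Lb17 attack at the 3 times (list alone 10, 4 and 1), and 1, 0 and 0 after Lh14 attack (list alone 7, 3 and 0). For the later times of Lh14 limma gives 6 and 1 higher at an unadjusted p under 0.05, and the test of the paper's methods 0 and 0 at p under 0.01. The call of Mtk ended without Lb17 replicate 1 or 3 or control replicate 3 (adjusted p up to 0.052), that of Dro with any 1 array left out (adjusted p up to 0.186), and the 8 of Lb17 at 2–5 h became 5 without Lb17 replicate 1 or control replicate 3.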

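AttA, of the attacin family of antibacterial peptides, stood 4.97 (SE 1.06, adjusted p = 0.0201) above control at 2–5 h of Lb17 attack and 3.84 (SE 1.06, adjusted p = 0.15) after Lh14 attack, where limma did not call it. With 1 array left out the limma adjusted p after Lh14 attack ranged from 0.0218 to 0.459. Between the wasps AttA was not called at 2–5 h (1.13 (SE 1.06, adjusted p = 0.712)). AttA was back near control by 9–12 h, at 0.12 (SE 0.37) after Lb17 and 0.53 (SE 0.37) after Lh14 attack, and not called at 21–24 h, -0.25 (SE 0.26, adjusted p = 0.589) under Lb17. The call at 2–5 h ended without Lb17 replicate 1 or control replicate 1 or 3 (adjusted p up to 0.0819).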

Attacin-A gene expression was highly up-regulated by both wasp species 5 h post-infection before returning to normal levels at later time points, but we did not find an increase in fat body production of Attacin-A-GFP protein at the same early time point (Figure S1). The Drosomycin and Metchnikowin GFP results show that the *Drosophila* transcriptional response to wasp parasitism is not limited to the cellular response immune system tissues, but incorporates elements of the fat body–derived humoral response as well.

**Table 2:**
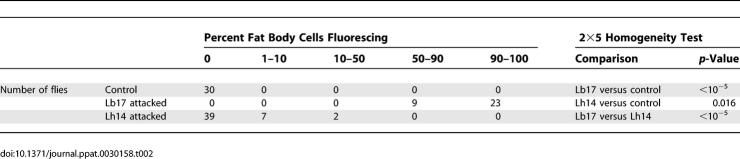
Percent of Fat Body Cells Fluorescing in the Drosomycin-GFP Strain 5 h after Wasp Attack

## Discussion

### Intraspecific Variation in Wasp Infection Strategies?

Although it is rare to find L. boulardi and L. heterotoma strains in the wild that are not completely virulent on D. melanogaster [38,68], some exceptions have been documented [69,70]. In particular, L. boulardi strain G486 (derived from a collection from Congo in 1977) and strains from other tropical African populations are sometimes encapsulated by D. melanogaster [69,71]. This may be due to fitness tradeoffs associated with wasp specialization on other *melanogaster* subgroup host species present in Africa, such as D. yakuba [72]. Other presumably correlated phenotypic differences between G486 (and its derivatives) and virulent L. boulardi strains are (a) VLPs of the avirulent strain hold fewer vesicles and are more oblong [46], (b) natural infection by the avirulent strain does not result in alteration of host lamellocyte morphology, while infection by virulent strains results in approximately one-third of host lamellocytes having distorted shapes [42,45], and (c) infection by virulent strains results in somewhat lower lamellocyte induction compared to the avirulent strain [41,42]. These differences suggest it is possible our characterizations of the wasp infection strategies are specific to the particular wasp strains we used.

However, for reasons described below, we assume that the infection mechanisms employed by L. boulardi and L. heterotoma are relatively consistent within each species, that any variation within the wasp species is minimal compared to the differences between species, and that data from Lb17 and Lh14 are representative of L. boulardi and L. heterotoma, respectively. G486 is only encapsulated at significant frequency by D. melanogaster strains artificially selected for increased encapsulation ability [69], and is quite virulent on wild-type D. melanogaster strains such as Oregon R, suggesting that in natural conditions there is little variability in L. boulardi success in D. melanogaster hosts. Furthermore, the differences between G486 and the “virulent” L. boulardi strains may be caused by genetic variation in a single VLP component [47] responsible for the species specificity of the infection strategy [72], and may not represent wholesale changes in the infection strategy itself (i.e., the mechanism by which the primary host's immune system is suppressed and/or evaded). G486 and virulent L. boulardi strains also share many attributes that distinguish them from L. heterotoma: (a) both virulent and avirulent L. boulardi strains lay eggs attached to host tissues [45] (Results), (b) natural infection of D. melanogaster larvae using both virulent and avirulent L. boulardi strains results in an increased abundance of circulating plasmatocytes and lamellocytes [42,43], and (c) dead supernumerary larvae of both virulent and avirulent L. boulardi strains are melanotically encapsulated in tumorous fly strains [45] (Results). Finally, we have shown that Lh14 and Lb17 are closely related to other characterized virulent wasp strains (Figure 1) and that Lb17 VLPs are morphologically identical to VLPs from other virulent L. boulardi strains (Figure 2), suggesting our results using the Lb17 and Lh14 strains are indicative of the typical interactions between these wasp species and their *Drosophila* hosts.

### Differences in Infection Characteristics between L. boulardi and L. heterotoma

While successful infection by L. boulardi is mainly limited to hosts from the *melanogaster* group, L. heterotoma successfully infects flies of diverse sizes and developmental times across the entire genus *Drosophila*, which may be as old as 40 million years [73]. This broad host range is particularly impressive for an endoparasite, which must synchronize its own development and nutritional requirements with that of its host [74,75]. Virulent strains of both L. boulardi and L. heterotoma use immune suppression to overcome the immune response of their hosts, as evidenced by the protection their venom gives to secondary parasites in wild-type *Drosophila* larvae [2,44,76–78]. However, this immune suppression is achieved in very different ways. We make the assumption that differences in the effects of L. boulardi and L. heterotoma venom in D. melanogaster hosts can help us understand why these wasps have such varying levels of success in other host species.

D. melanogaster initiates an immune response against both L. boulardi and L. heterotoma by undergoing a rapid burst of hematopoiesis [42,43,79]. However, L. heterotoma venom causes rapid lysis of the circulating host lamellocytes and prevents further release of lamellocytes by apoptosing hemocyte precursors in the lymph gland [40]. In combination, these effects lead to a near complete lack of circulating lamellocytes in L. heterotoma attacked wild-type flies [70,80]. Furthermore, our microarray results demonstrate that infection by L. heterotoma results in a near complete failure of attacked flies to mount an immune transcriptional response, as if these flies do not recognize that they are infected. The extremely immune suppressive effects of L. heterotoma venom prevent highly immune-competent (tumorous) D. melanogaster hosts from melanotically encapsulating dead supernumerary wasp larvae (Figure 5), and may be largely responsible for the broad host range of this parasite species.

L. boulardi relies instead, at least partially, on a passive immune evasion strategy of attaching its eggs to host tissues. Its venom can limit lamellocyte induction [41] and cause moderate alterations in host lamellocyte cytoskeletal structure such that the lamellocytes fail to adhere to the wasp egg, but host lamellocytes are not lysed [45]. This suppression of melanotic capsule formation by L. boulardi is limited to live L. boulardi tissues (at least in highly immune-competent tumorous hosts), suggesting that some important immune-suppressive venom components are limited to the wasp eggs/larvae themselves (e.g., [81]). Furthermore, L. boulardi clearly differs from L. heterotoma in that the numbers of host plasmatocytes and lamellocytes both significantly increase in wild-type flies after L. boulardi attack [42]. As we show here, this increase is accompanied by a robust host immune transcriptional response incorporating both the cellular and humoral arms of the immune system and several characterized immune pathways. Thus, L. boulardi venom is far less immune suppressive than that of L. heterotoma. The limited host range of L. boulardi relative to L. heterotoma might be explained if L. boulardi's relatively benign alteration of *Drosophila* lamellocyte morphology requires a higher degree of venom specificity than hemocyte destruction.

If host hemocyte lysis is a major cause of immune system stasis in L. heterotoma attacked flies, circulating hemocytes would seem to play an important role in initiating and coordinating *Drosophila*'s integrated immune response, presumably through the release of proteolytic enzymes and other extracellular effector proteins [82,83]. Interestingly, dispersed hemocytes are especially numerous in the posterior region of the dorsal vessel in unchallenged *Drosophila* larvae [48], in the same region L. boulardi and L. heterotoma almost invariably inject their eggs. However, the near-complete immune system stasis of L. heterotoma attacked flies suggests that this parasite may utilize a cocktail of venom components and mechanisms for inhibiting host immune responses. It is already clear that structural lysis of host lamellocytes and apoptotic killing of host hemocyte precursors in the lymph gland occur via different mechanisms [40]. So, it would not be surprising to find that L. heterotoma venom could also specifically inhibit Toll or Imd pathway signaling in the fat body, block PO activation, or have other specific deleterious effects in infected hosts. Indeed, in other host–parasitoid systems, wasp-injected polydnaviruses encode proteins known to inhibit NF-κB signaling [84] and to limit PO enzyme titers [85].

Although the D. melanogaster immune transcriptional response is essentially silenced by L. heterotoma infection, other aspects of *Drosophila*'s regulatory response to infection are shared in *L. boulardi–* and L. heterotoma–infected flies. For example, development-related genes are down-regulated after attack by both wasps, whereas genes involved in ATP generation are up-regulated after attack by both wasps. Whether the reallocation of ATP resources after wasp infection benefits the host by paying the cost of mounting an immune response, benefits the parasitoid by providing resources for rapid development, or is simply a cost of the trauma of parasitism that benefits neither party, these data provide molecular corroboration for the substantial energetic fitness costs associated with parasite infection [35,86,87], and help establish *Drosophila* as a model for immune-related energy metabolism (e.g*.*, [88,89]). Furthermore, the substantial concordance in *Drosophila* gene regulation after attack by each wasp (outside of immune response genes) shows that the relative paucity of differentially regulated genes in Lh14 attacked flies cannot entirely be due to a general inhibition of host transcription, but is at least partly due to a specific inhibition of immune response induction.

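Some changes were shared by both wasps, among immune genes and others. At 2–5 h both raised PGRP-SB1, by 3.37 (SE 0.43, adjusted p = 0.00207) under Lb17, and CG7300, by 3.49 (SE 0.24, adjusted p = 7.59e-05), and both lowered the calcium channel gene Ca-alpha1D, by 0.92 (SE 0.091, adjusted p = 0.000601) under Lb17 and 0.84 (SE 0.091, adjusted p = 0.00673) under Lh14. By 21–24 h both lowered Amyrel, by 1.51 (SE 0.14, adjusted p = 0.000106) under Lb17, and raised CG14893, by 1.04 (SE 0.085, adjusted p = 4.17e-05) and 0.85 (SE 0.085, adjusted p = 0.00465). Both wasps shared 67 higher and 77 lower calls at 2–5 h, and 17 and 55 at 21–24 h. No expectation that allows for the shared control arrays was computed for these overlaps. At 9–12 h they shared 0, with 3 Lh14 calls in all (1684 Lh14 probe sets at an unadjusted p under 0.05, 941 by the test of the paper's methods). Over all 18769 probe sets the changes under both wasps correlated at 0.48, 0.0466 and 0.463 at the 3 times, and by rank at 0.559, 0.373 and 0.467. A positive correlation is built in, because both are set against the same 3 control arrays. In 100 simulated draws without any change it was 0.497, 0.497 and 0.498 (not computed by rank). The observed correlations, other than by rank, did not exceed these values. The covariance was 0.0252, 0.00294 and 0.0214, against 0.00547, 0.00695 and 0.00466 in the draws (highest 0.0064, 0.00811 and 0.00536). The draws took probe sets as independent, so their highest values do not bound what 3 shared control arrays can give. Without the 237 probe sets of the immune lists the covariance was 0.0215, 0.00182 and 0.0215, against 0.00515, 0.00683 and 0.00455 without any change. At 9–12 h both covariances lay below their values without change.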

### The D. melanogaster Immune Response against L. boulardi Infection

During the course of this study, another group documented the transcriptional response of *Drosophila* to attack by a relatively avirulent strain of a Braconid parasitoid wasp, A. tabida, which D. melanogaster successfully encapsulates 73% of the time [32]. Like L. boulardi, A. tabida uses an at least partially immune evasive infection strategy manifested by “sticky” eggs that become embedded in host tissue, but unlike L. heterotoma and L. boulardi, A. tabida venom does not contain VLPs [33]. Wertheim et al. took a conservative approach to assessing significance of potentially differentially regulated genes, and thus reported only 159 *Drosophila* genes differentially expressed after A. tabida attack [32]. Expression changes in these 159 genes after attack by Lh14 and Lb17 are listed in Table S3. When we compared *Drosophila*'s (usually unsuccessful) transcriptional response against Lb17 to its (usually successful) transcriptional response to A. tabida [32], we found that a significant proportion of the 159 differentially regulated genes identified by Wertheim et al. were also differentially regulated in our study, especially for genes within the defense response functional category (up to 74%, Tables S3 and S4). Thus, the L. boulardi infection strategy appears to leave much of the host immune system intact, and is focused instead on blocking or evading only the very last steps of the *Drosophila* immune response.

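Many genes that rise when larvae meet A. tabida rose after Lb17 attack as well. Among them CG4793, SPE and lectin-24A passed at 2–5 h, lectin-24A by 3.96 (SE 0.18, adjusted p = 9.22e-06), and atilla, a lamellocyte surface marker, rose by 0.63 (SE 0.076, adjusted p = 0.000929) at 9–12 h. PGRP-SB1 and CG10621 of the same list rose after Lh14 attack at 2–5 h. Of the genes that fall with A. tabida, br, an ecdysone response gene, fell on 3 of its 5 probe sets, by up to 1.22 (SE 0.12, adjusted p = 0.000462), at 9–12 h of Lb17 attack, while CG9877 first rose, by 1.37 (SE 0.19, adjusted p = 0.0026) at 2–5 h, and then fell by 1.38 (SE 0.24, adjusted p = 0.0067) at 9–12 h. The arrays hold nearly all of these genes, 117 that rise and 39 that fall with A. tabida. Of the 117, 72, 52 and 42 were higher and 6, 5 and 14 lower after Lb17 attack at the 3 times (list alone 81, 58 and 49 and 9, 9 and 21, and 34, 20 and 26 higher by the test of the paper's methods at p under 0.01), and 7, 0 and 1 and 1, 1 and 4 after Lh14 attack. Between the wasps 52, 46 and 38 were higher and 5, 5 and 10 lower in Lb17 larvae. Of the 39 that fall, 5, 6 and 18 were lower and 4, 0 and 4 higher after Lb17 attack (list alone 6, 7 and 18 and 6, 0 and 4), and 2, 1 and 1 and 1, 0 and 0 after Lh14 attack. By 9–12 h 0 of the 117 passed as higher under Lh14 (11 by limma at an unadjusted p under 0.05, 0 by the test of the paper's methods at p under 0.01). The lower counts under Lb17 became 2 without Lb17 replicate 1, 3 without Lb17 replicate 3 or control replicate 1 and 1 without control replicate 3 at 2–5 h, and 3 without Lb17 replicate 2 or 3 and 10 without control replicate 1 at 9–12 h.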

D. melanogaster up-regulates a surprisingly high proportion of canonical Toll, JAK/STAT, and PO pathway genes within 12 h after infection by Lb17 (Figure 5; Table S3). Our findings are consistent with previous work showing that mutations in genes from the Toll and JAK/STAT pathways have strong effects on hemocyte concentration, lamellocyte differentiation, and wasp egg encapsulation [22], and that mutations in PO cascade genes result in the inability to melanize encapsulated wasp eggs [18]. Because (a) Toll signaling controls PO pathway activity [50,53], (b) the Toll pathway is involved in crosstalk with the JAK/STAT pathway [52,53], (c) functional genetic studies using Toll pathway mutants have shown that the Toll pathway is required for the melanotic encapsulation based immune response [22], and (d) because up-regulation of components from these pathways is the main difference between L. boulardi and L. heterotoma attacked flies, the Toll pathway appears to be a central regulator of the anti-parasite innate immune response.

Although all three of the major immune tissues (lymph gland, hemocytes, fat body) in *Drosophila* larvae are clearly involved in the response to wasp infection, many questions remain regarding the specific roles played by each tissue, and whether the Toll, JAK/STAT, and PO pathways have important functions in each. Using transgenic flies, we showed that the Toll-regulated *Drosomcyin* and *Metchnikowin* promoters are activated in the D. melanogaster fat body (a humoral response immune tissue) after infection by L. boulardi, whereas the Diptericin promoter and other Imd pathway–regulated AMP promoters are not. Post-infection transcription levels of *Drosomycin* decline over time, which may explain why no change in Drosomycin expression levels was found in L. boulardi attacked flies in a previous study using longer post-infection time points [90]. Thus, our data show that *Drosophila*'s transcriptional reaction to wasp parasitism incorporates elements of both the cellular and humoral responses. 

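Drs was not called at any time after Lb17 attack. Its distance from control shrank from 2–5 h to 1.48 (SE 0.61, adjusted p = 0.16) at 9–12 h and 0.59 (SE 0.49, adjusted p = 0.478) at 21–24 h, in 3 arrays per group. Of the 11 immune induced peptide genes 10, 11 and 5 passed as higher at the 3 times: IM10 was higher by 1.42 (SE 0.22, adjusted p = 0.00359) at 9–12 h and 0.77 (SE 0.17, adjusted p = 0.0101) at 21–24 h, and IM23 by 3.66 (SE 0.45, adjusted p = 0.001) at 9–12 h while at 21–24 h it stood at -0.15 (SE 0.55, adjusted p = 0.893), a value that turns on single arrays: -0.66 without control replicate 1, and 0.70 without control replicate 2, where it passed (adjusted p = 0.0375). TotA, also secreted by the fat body, was down to 1.63 (SE 0.35, adjusted p = 0.00841) by 21–24 h. The change between times was not tested.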

Although fat body antimicrobial peptide production may only be a generic defense response to the cuticle wound caused by the wasp ovipositor, or a byproduct of humoral activation of the Toll pathway for other reasons, and not an immune response to the parasite itself [5,91], it is striking that Lh14 infection appears to result in the specific suppression of fat body activation of the Drosomycin promoter, a well-characterized downstream effector of the Toll pathway [92]. This result raises the possibility that immune peptide secretion by the fat body is dependent on the hemocytes inactivated by Lh14 venom, or that Lh14 venom specifically interferes with Toll pathway signaling in the fat body.

Analysis of the microarray data indicated that expression of several components of the melanization pathway increased after Lb17 infection (Figure 5; Table S3), in concordance with a similar result from flies infected by A. tabida [32]. Consistent with our gene expression data, we showed that infection by Lb17 results in significantly elevated PO enzyme activity in D. melanogaster hemolymph. Taken together, our gene expression level data and enzymatic assays clearly demonstrate that hemolymph PO enzyme activity is elevated in Lb17 attacked flies post-infection, and that Lh14 is able to suppress hemolymph PO activation. These results seem to contradict a previous report that L. boulardi venom components “impair the melanisation pathway” in *hop^Tum-l^* fly larvae [44]. In that study, both the proportion of flies showing tumors and the strength of melanization of existing tumors declined after attack by L. boulardi [44]. Two potential explanations for this apparent discrepancy are that (a) Lb17 venom may block conversion of proPO into PO, which we cannot distinguish in our assay (Materials and Methods), or (b) hemocytes, which are thought to control release of PO enzymes [93], may be recruited away from otherwise tumorous *hop^Tum-l^* self tissue toward L. boulardi eggs after infection. It is also interesting to note the apparent increase in size of melanotic tumors in larvae attacked by Lh14 (Figure 3D), which may be an indication that L. heterotoma venom induces lysis of PO-bearing hemocytes clumped at the site of a tumor.

In contrast to the Toll, JAK/STAT, and PO pathways, we were surprised to find that regulation of Imd, JNK, and other described *Drosophila* immune pathways appears largely unaffected by wasp infection, at least at the time points post-infection that we assayed (Table S3). These findings are consistent with the demonstration that *Relish* null mutant flies retain the ability to melanotically encapsulate and kill parasitoid wasp eggs [94], but are potentially at odds with the demonstration that Bsk (a member of the JNK pathway) is required for lamellocyte activation and the encapsulation response [28]. Thus, different scenarios may explain the lack of gene expression changes in these pathways: (a) certain pathways may play no role in the anti-parasite immune response, (b) signaling through certain pathways does occur after wasp attack but this contribution is not reflected in gene expression changes, or (c) certain pathways normally play a role but their up-regulation is specifically suppressed by Lb17 and Lh14 venom. With the exception of *Relish*, which was also slightly up-regulated at the early time point our study, none of the Imd or JNK pathway genes was significantly up-regulated in *D. melanogaster* after attack by a relatively avirulent A. tabida strain either [32], casting doubt on the latter hypothesis.

It is still unclear what induces the *Drosophila* anti-parasite immune response, whether it is the cuticle wound caused by the wasp ovipositor, the wasp egg itself, components of the venom, or a combination of these [48,91]. It seems likely that that the injury caused by the wasp ovipositor is enough to trigger at least the initial burst of hematopoiesis in attacked flies [41,91]. The recruitment of *Drosophila* hemocytes toward the wasp egg shortly after infection also makes clear that the wasp egg is quickly recognized as foreign, perhaps as a result of being flagged by extracellular recognition proteins. Our microarray results point to at least two strong candidate pattern recognition receptors for wasp eggs, *TepI* and *Lectin-24A*. *TepI* is located at cytological position 35D6, which was classically mapped as a chromosomal region harboring natural variation for resistance against the parasitoid wasp A. tabida [55]. Lectins have long been supposed to play a role in innate immunity pattern recognition because they can bind to very specific cell membrane sugar moieties [95]; however, no such lectins were found overexpressed in the *Drosophila* antimicrobial microarray studies [6,7]. Both *TepI* and *Lectin-24A* were more than 10-fold up-regulated in response to Lb17 infection, and were also significantly up-regulated in response to attack by A. tabida [32]. Though flies attacked by L. heterotoma initiate an immune response, they fail to up-regulate these genes, suggesting L. heterotoma attack results in suppression of host anti-parasite immune recognition capability.

We also identified a set of novel candidate *Drosophila* anti-parasite immune response genes involved in cell migration and cell adhesion. These genes were down-regulated after attack by both wasps at a time point post-infection (∼24 h) when wasp egg encapsulation by *Drosophila* hemocytes typically occurs. Although we do not know which host cells show the most significant infection-induced cytoskeletal changes (following these gene expression changes), the idea that Lb17 and Lh14 actively suppress encapsulation by regulating *Drosophila* lamellocyte cytoskeletal structure is consistent with the previous observations that (a) the effects of L. heterotoma venom on lamellocytes were found to be blocked by microtubule inhibitors [96], and (b) L. boulardi venom contains a Rho-GAP protein, which, when purified and injected into flies, resulted in significant alterations in lamellocyte cytoskeletal morphology [41,47]. However, if we assume that these gene expression changes are not limited to hemocytes (hemocytes represent very few cells in whole larvae), our data suggest that infection (and venom factors) elicit changes in other host organs and tissues, whose identity remains to be determined, e.g*.*, [46]. Notable differences in cell migration and cell adhesion gene regulation between Lb17 and Lh14 attacked flies were also found. For example, only Lb17 attacked flies showed significant down-regulation of genes involved in lamella architecture and septate junction formation. This finding is consistent with the hypothesis that L. boulardi relies on highly specific alterations in host lamellocyte cytoskeletal structure as opposed to killing host lamellocytes outright.

### Evolution of Parasitoid Wasp Infection Strategies

L. boulardi and L. heterotoma are closely related parasites with overlapping host ranges and overlapping geographic ranges, yet they overcome the immune response of at least one common host (D. melanogaster) in remarkably different ways. Given that activation of the host immune response likely depletes the energetic resources of the host, and thereby the developing parasite, the L. boulardi infection strategy appears to be disadvantageous. There are at least two potential explanations for the specialist's less immune-suppressive infection strategy. First, host wounding caused by wasp oviposition, as well as a prolonged developmental period, means that parasitized host larvae may be more susceptible to secondary pathogenic infections than unparasitized flies [97,98]. Thus, L. boulardi, which appears to heighten its host's standing immune defenses but is protected from the immune response itself, may be at a comparative advantage to a “clumsy” parasite that must disable its host's immune response in order to survive [45].

Second, highly immune suppressive venom may be costly to produce, incurring a fitness tradeoff to the generalist L. heterotoma. For example, L. heterotoma (but not L. boulardi) eggs succumb to melanotic encapsulation more frequently as females attack more hosts, suggesting that generalist females “run out” of venom [44,99,100]. Furthermore, the specialist L. boulardi is known to outcompete L. heterotoma for shared D. melanogaster hosts in laboratory experiments [76]. Since supernumerary wasp larvae are usually killed by the first wasp larva to hatch [2,101], high competitive success of L. boulardi can be explained by the fact that L. boulardi eggs hatch approximately 10 h earlier than L. heterotoma eggs (∼40 h versus ∼50 h post-infection at 23 °C, unpublished data). Such opportunity for competition between wasp larvae/eggs inside hosts in nature is high, as up to 40% of fly larvae collected in the field are multiply parasitized [3]. This critical difference in wasp developmental time leads to the hypothesis that there is an evolutionary tradeoff between devoting resources to highly immune suppressive venom (and increased parasitization success) and devoting resources to rapidly developing eggs (and increased competitive ability).

L. boulardi and L. heterotoma are distinguished by a suite of presumably coadapted infection characteristics. For example, L. heterotoma lays unattached eggs, destroys host hemocytes, blocks Toll pathway signaling in the fat body, is a slow developer, and has a broad host range. Whether such traits typically coevolve in generalist parasitoids, and whether it is a general pattern that specialist pathogens evolve to become less immune suppressive and more immune evasive over time remains an open question. Interestingly though, some of the differences between L. boulardi and L. heterotoma seem roughly paralleled in a pair of Braconid wasps, A. tabida and A. citri, which can also infect D. melanogaster. Unlike A. tabida, A. citri lays unattached eggs, disrupts host hematopoiesis and melanogenesis, is a slow developer, and is melanotically encapsulated by D. melanogaster and D. simulans at lower frequency than A. tabida (though no direct comparison of host range between A. tabida and A. citri has been made) [102–104]. A much larger number of independent generalist and specialist parasite lineage pairs will need to be identified and examined to determine whether specialist pathogens typically adopt less immune suppressive strategies. However, should such a pattern exist, it might provide a mechanistic basis for the decrease in virulence that is often associated with microbial pathogen adaptation to particular hosts [105,106].

In conclusion, we have shown via gene expression and other methods that, counterintuitively, a generalist parasitoid wasp is better able to suppress the D. melanogaster immune response than a parasitoid wasp that specializes on D. melanogaster and its close relatives. If host hemocytes act as sentinels of infection, hemocyte lysis by L. heterotoma venom may explain the lack of initiation of a regulatory immune response by D. melanogaster. On the other hand, D. melanogaster's response to L. boulardi infection incorporates both the cellular and humoral arms of the immune system, and the Toll pathway appears to be a central regulator of this multi-faceted response. The surprising differences in infection characteristics between these closely related *Drosophila* parasitoids led us to propose that the specialist L. boulardi's more immune evasive infection strategy is adaptive.

## Materials and Methods

### Species strains.

L. boulardi strain Lb17 and L. heterotoma strain Lh14 were generated from single females caught in Wolfskill Orchard, Winters, California, in the fall of 2002. Each strain was inbred by sib-sib mating for at least 12 generations. Ribosomal RNA *ITS2* sequences were collected from each species to ensure species identity [37] and have been deposited under accession numbers DQ218153–DQ218154 in GenBank. Wasp strains will be disseminated upon request to the authors. D. melanogaster strain Ore-R was used for most infection experiments, including those for microarrays. However, in the lamellocyte lysis and encapsulation assays a highly immunocompetent tumor strain *y v hop^Tum-l^* was used. Larvae of this strain show an overabundance of circulating lamellocytes that sometimes encapsulate self tissues to form melanotic tumors.

### Phylogenetic trees.

Wasp ribosomal RNA *ITS2* sequences for all strains besides Lh14 and Lb17 were taken from GenBank [36,37]. Trees were constructed from *ITS2* sequences (gaps included) using the parsimony method as implemented in the program Phylip, version 3.66 (http://evolution.genetics.washington.edu/phylip.html). Bootstrap scores are based on 1,000 resampled datasets.

### Electron microscopy.

Lb17 long glands and reservoirs were prepared for transmission electron microscopy as described [107]. Thin sections (100 nm) were stained with 2% uranyl acetate and viewed in an 80 kV transmission electron microscope (Zeiss EM 902). Images were taken using a MagaView III CCD at a pixel resolution of 1280 × 1040.

### *Drosophila* species infections.

All infections occurred at 22 °C. Either six female Lb17 or five female Lh14 wasps were placed in 35-mm petri dishes filled with 2 ml of fly food and 50 fly larvae (in pilot experiments using D. melanogaster, we found that these wasp/host ratios yielded an approximately equal number of wasp eggs per fly larva). Wasps were removed 2 d later. The proportions of wasps that emerged from each plate were scored and averaged across multiple plates. The average number of flies infected per treatment was approximately 250. While the length of contact between wasps and fly larvae ensures that wasps will have access to host larval stages ideal for successful infection, repeated ovipositions in single fly larvae could result in inflated parasitization success [2]. For wasp/fly species pairs that yielded very few wasp offspring, we did not attempt to distinguish refusal to lay eggs, wasp egg developmental arrest, or host immune response against the eggs as potential reasons for lack of wasp success.

### Staining of melanotic capsules.

Melanized Lb17 eggs were dissected out of D. yakuba larvae 24 h after attack and fixed in 3% paraformaldehyde for 5 min at room temperature. After rinsing in PBS, eggs and associated cells were permeabilized in 0.5% Triton X-100 in PBS for 10 min, and then rinsed again in PBS. Melanized wasp eggs were then stained to determine whether *Drosophila* cells formed a capsule outside the melanized egg. Eggs were stained in 5 μg/ml of the DNA (nuclear) stain Hoechst 33342 for 1 h or in 5 units/ml of the actin (cell membrane) stain rhodamine-phalloidin for one half hour.

### Lamellocyte lysis assay.

We used an in vitro assay for assaying the effects of wasp venom on host lamellocyte morphology [40]. Fifty female wasp long glands and their reservoirs were dissected from both Lb17 and Lh14 and crushed in 50 μl of PBS to obtain wasp venom proteins. Hemocytes from 12 homozygous or hemizygous *hop^Tum-l^* larvae were bled in a spot plate well containing 300 μl of PBS with 7% bovine serum albumin. Seventy μl of medium containing hemocytes was aliquoted into slide wells, and 2.1 μg of wasp protein (Pierce Micro BCA Protein Assay Kit) was added to each well, with straight PBS as control. Samples were kept at 25 °C in gentle rotation, and the proportion of bipolar (lysed) lamellocytes, as described in [45], was recorded at approximately 2 and 4 h after the addition of venom fluid.

### Supernumerary egg encapsulation assay.

Lb17 and Lh14 were allowed to infect homozygous or hemizygous *hop^Tum-l^* larvae, which are stronger melanotic encapsulators than standard D. melanogaster strains. Five days after infection, fly larvae were dissected and the encapsulation of dominant and supernumerary parasite larvae was recorded. Supernumerary wasp eggs/larvae are usually killed by the dominant wasp egg/larva around the time of hatching [2,101].

### Infections for microarrays.

Wasps were allowed to attack late second instar fly larvae (72 h old at 22 °C) in the following manner. Nine petri dishes containing 60 fly larvae were each exposed to six experienced Lb17 female wasps for 2 h, another nine plates were exposed to five Lh14 females, and nine control plates were left uninfected. For each of three time points post-infection (2–5 h, 9–12 h, 21–24 h), 40 larvae from three replicate plates were removed and frozen at −80 °C for RNA extraction and microarray analysis (3 treatments × 3 time points × 3 replicates = 27 samples). To ensure that infectivity of both wasp species was similar under these conditions, 12 of the remaining 20 larvae in each infection plate were dissected and the number of wasp eggs in each larva was scored. The average number of Lb17 eggs across 90 larvae scored was 1.27 (±0.69 SE), while the average number of Lh14 eggs was 1.29 (±0.60 SE).

### RNA extraction and hybridization.

RNA was isolated using the standard Trizol (Gibco) method, and was cleaned using RNeasy spin columns (Qiagen). RNA quality was assayed on an Agilent 2100 Bioanalyzer, and labeled cRNAs were manufactured, fragmented, hybridized to Affymetrix V2.0 *Drosophila* GeneChips, and scanned by the Cornell University Weill Medical College Microarray Core Facility. The expression data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) database under accession number GSE8938.

### Microarray data analysis.

We used GeneTraffic (Stratagene) for microarray analyses. Probe intensities were normalized using Robust Multi-Chip Analysis [108], with each set of nine chips from the three experimental time points analyzed separately, and the three control replicates from each time point designated as baseline. To assess significance of differences in gene expression across treatments, we performed two-class unpaired, unequal variance *t*-tests for every gene. The false discovery rate (or *q*-value) for various probability value cutoffs was estimated in the statistical program R (Table 1) [109]. The program GenMAPP V2.0 was used to assess overrepresentation of significantly differentially regulated genes in particular gene ontology categories (http://www.geneontology.org/) [110].

We chose an initially liberal *t*-test *p*-value cutoff (*p* < 0.01) for identifying significantly differentially expressed genes, which manifested itself in relatively high *q*-values for the groups of significantly differentially expressed genes from different treatment comparisons (Table 1). However, we then limited our focus to the biological function GO categories that were significantly overrepresented by these differentially expressed genes. Because “false positive” genes are expected to be randomly distributed with respect to biological function categories, while “true positive” genes are likely related by biological function, our focus on differentially regulated biological function categories (as opposed to differentially regulated individual genes) likely substantially decreases the number of false positive genes identified with little cost in terms of loss of true positives.

### Phenoloxidase (PO) activity.

We chose to assay PO activity 24 h after infection because this is the time that hosts would normally be producing melanotic capsules around avirulent wasp eggs [8]. Batches of 50 uninfected control, Lb17 attacked, or Lh14 attacked larvae (six replicates of each) were homogenized 24 h post-infection in 50 μl cold 5 mM MOPS buffer. The homogenate was incubated at room temperature for 1 h, and then was aliquoted in 20 μl samples into a 96-well spectrophotometer plate with 130 μl ddH20 and 50 μl of 10 mM L-DOPA. PO activity was measured 1 h later by recording absorbance at 490 nm of the dopachromes formed from the conversion of L-DOPA by PO [111]. Since PO is typically present in host hemolymph as the inactive form proPO, which becomes activated by host proteases or exposure to air, our assay is a measure of the cumulative amount of proPO and PO in the hemolymph samples. A modified Lowry assay (Sigma procedure number P5656) was used to control for the total amount of protein present in each homogenate.

### AMP-GFP fluorescence.

Transgenic D. melanogaster lines with GFP reporter genes cloned downstream of various antimicrobial peptide promoters (*Attacin-A*, *Cecropin A1*, *Diptericin*, *Drosocin*, *Drosomycin*, *Metchnikowin*, [112]) were kindly provided by B. Lemaitre. These lines were assayed for fat body GFP fluorescence after wasp attack. The presence of a single wasp egg was confirmed in each larva prior to observation of its fat body cells. The statistical significance of differences in GFP fluorescence between treatments was calculated using Monte Carlo contingency table tests as implemented in P-Stat (http://engels.genetics.wisc.edu/pstat/index.html). Images were taken using a Zeiss fluorescence microscope at 40× magnification with a two-second exposure.

## Supporting Information

Figure S1 Fat Body AMP-GFP Fluorescence after Wasp Attack (109 KB PDF)

Table S1 Overrepresented GO Categories among Significantly Differentially Regulated Genes (21 KB XLS)

Table S2 Fold Differences between Treatments for Genes from GO Categories Discussed in the Text (A) Fold differences between treatments for genes from gene ontology categories commonly regulated after attack by Lb17 and Lh14.
(B) Fold differences between treatments for genes from gene ontology categories differentially regulated after attack by Lb17 compared to Lh14.
(194 KB XLS)

Table S3 Fold Differences between Treatments for Candidate Anti-Parasite Immune Genes (148 KB XLS)

Table S4 Percent of Genes Differentially Regulated after Attack by Both A. tabida and L. boulardi/L. heterotoma
(16 KB XLS)

Video S1 L. heterotoma Female Ovipositing in D. melanogaster Larva (9.5 MKB AVI)

### Accession Numbers

Ribosomal RNA *ITS2* sequences have been deposited under accession numbers DQ218253–DQ218254 in GenBank (http://www.ncbi.nlm.nih.gov/Genbank/index.html). The expression data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) database under accession number GSE8938.

## Abbreviations

AMP: antimicrobial peptide
GFP: green fluorescent protein
GO: gene ontology
*ITS2*: *internal transcribed spacer 2*
Lb17: *Leptopilina boulardi*, strain 17
Lh14: *Leptopilina heterotoma*, strain 14
PO: phenoloxidase
proPO: prophenoloxidase
VLP: virus-like particle

# Supplementary material for: Contrasting Infection Strategies in Generalist and Specialist Wasp Parasitoids of Drosophila melanogaster
**Source:** PLoS Pathog. 2007 Oct 26;3(10):e158. doi: 10.1371/journal.ppat.0030158

Figure S1. Fat Body AMP-GFP Fluorescence After Wasp Attack

Percent of fat body cells fluorescing after wasp attack for each of six AMP-GFP *Drosophila* strains: *Attacin-A*, *Cecropin A1*, *Diatericin*, *Drosocin*, *Drosomycin*, and *Metchnikowin*. The Y-axis represents the percent of individual flies in each fluorescence category. P-values for differences between treatments were generated by comparison of 2x5 contingency tables as in Table 2.

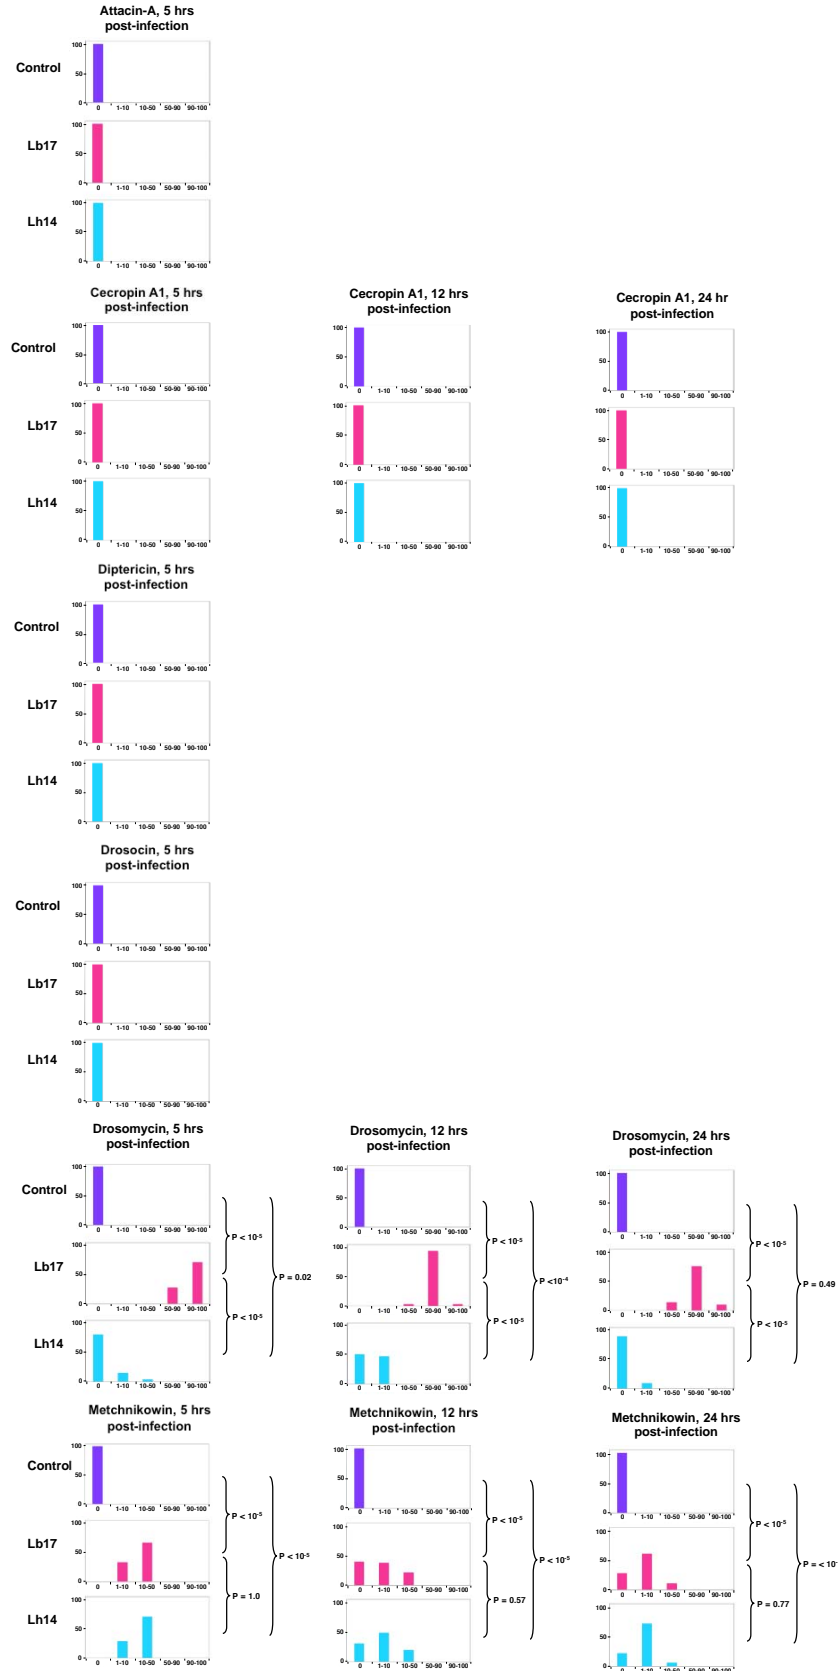

**Supplement:** Figure S1 — (109 KB PDF)

How the deposited data were processed for this re-analysis (not part of the article)

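The study measured RNA of whole D. melanogaster larvae on Affymetrix Drosophila 2.0 GeneChips. Larvae were attacked by L. boulardi Lb17 or L. heterotoma Lh14 or left unattacked, and were frozen 2–5, 9–12 or 21–24 h later. Each of the 9 groups has 3 arrays, and each array a pool of 40 larvae from 1 dish. The number of arrays per group limits the precision: an exact permutation of 3 arrays against 3 cannot give a p under 0.1, so single genes rest on a spread shared between genes.

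The authors computed expression with robust multi-chip analysis in GeneTraffic, separately for the 9 arrays of a time point and with the 3 control arrays as baseline. The deposited values are log2 ratios: each is the log2 of the array's value over the arithmetic mean of the 3 control arrays of its time point. This was checked on the table, where the 3 control ratios, taken out of the logarithm, sum to 3 for every probe set at each time. The paper's folds against control for 844 probe sets were compared with the table and equal the mean log2 ratio of the attacked arrays, while its folds between the wasps equal the difference of group means. Because the ratios hold no expression level, settings that need a level were not run.

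The table has 18952 probe sets. The 183 control probe sets were set aside, which leaves 18769. The chip annotation names 1 gene for 13647 of these, several for 402 and none for 4720, of which 114 carry a name in the paper's tables. Together 12107 genes have a probe set.

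The 9 arrays of each time point were fitted with limma 3.58.1 (R 4.3.3) as 3 groups, with an empirical Bayes spread, and Lb17, Lh14 and control were compared in pairs. For the merged comparison, 6 attacked arrays were set against 3 control arrays as 2 groups. p values were adjusted by Benjamini and Hochberg over all probe sets, and a probe set was called at an adjusted p under 0.05. Log2 fold changes are differences of group means with their standard error (SE). Genes named in the text are those the paper names for its arrays, the 10 largest increases and 10 largest decreases per comparison among called probe sets of 1 gene whose arrays do not overlap, and up to 4 members per list and comparison with the largest called change. This rule was set before the data were examined, though the folds in the paper's text and Tables S2 and S3 had been seen. A gene with several probe sets counts as higher or lower if any probe set passes and none passes the other way.

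Gene lists come from the paper's Tables S2 and S3 and from lists of known genes written down beforehand: cuticle proteins, ecdysone response and ecdysone synthesis genes, larval serum proteins, salivary glue genes, nucleolar and ribosome biogenesis genes, cytoplasmic ribosomal proteins, proteasome, oxidative phosphorylation, glycolysis, starvation and insulin genes, digestive serine proteases, heat shock genes, muscle, testis, nervous system and imaginal disc genes, Turandot genes, immune induced peptides, and markers of plasmatocytes, crystal cells and lamellocytes. The Table S2 lists and the 55C-F and 35B-E lists were chosen by the study on these arrays. The lists written down beforehand were not blind. Folds of some members in Tables S2 and S3 had been seen for every list except ecdysone synthesis, cytoplasmic ribosomal protein and testis genes. The cuticle, oxidative phosphorylation, digestive protease, proteasome, salivary glue, Turandot and immune induced peptide lists share many members with those tables. Their direction is not independent evidence. Some listed names have no probe set under that name, among them Eip74EF, Eip75B, Lsp1alpha and Mhc, and are absent from their lists. 1 entry, atilla, had been paired with the number of another gene, eater, and was kept as atilla alone. "List alone" counts adjust p over the probe sets of the list. A test of whole lists (camera in limma, preset correlation 0.01) covered 372 pairs of list and comparison. It passed 154 of them, but 0 with an estimated correlation, and its p values are not used.

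Alternatives set before the data were examined were the unequal variance test of the paper's methods (called the test of the paper's methods), unadjusted or adjusted, a fit of only the 2 groups compared, each array centred on its median, a block for the replicate number, a 3-group fit for the merged comparison, and each array left out in turn. Added after seeing the data were a robust spread, the control probe sets taken along in the test of the paper's methods, the fold as the paper's tables compute it, each gene counted once among the 2-fold cases, and the shared changes without the immune lists. RNA quality was followed as the 5′ minus 3′ log2 difference of the control probe sets for 3 genes and tested by exact permutation, over the 3 time points together with 8000 permutations.

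The fits were tested on simulated data in which 200 probe sets were shifted. At 2-fold 94.5 to 100% of them were found and at 1.5-fold 83.5 to 96%, 0 in the wrong direction. Changes under both wasps were compared with 100 simulated draws of unchanged groups that share the same control arrays, with probe sets drawn independently. The phenoloxidase assay and the reporter larvae of the paper are not analysed here. No array was left out of the main results.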

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

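The splits of the arrays were chosen before the data were examined. The tests of the cuticle and plasmatocyte patterns were chosen after those patterns had been seen, and those of RNA quality on the cuticle genes and of the ecdysone response by gene also after their results were seen.

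After 9–12 h of Lb17 attack 23 of 81 cuticle genes were higher and 15 lower (4 and 1 by the test of the paper's methods at p under 0.01), some moulting genes rose and the storage protein gene Lsp2 fell. A shift in the timing of the larval moult could account for this: 12 of 26 ecdysone response probe sets, with ImpE1 and ImpE2 left out, were called at 9–12 h, more than among all other probe sets (Fisher exact p = 5.42e-06). That p is too small, because it takes probe sets of the same gene as independent. By gene 8 of 14 were called, against 2.07 for other genes with as many probe sets (exact p = 0.000233), which still takes the genes as independent. The direction of the calls and the 15 lower cuticle genes were not part of the test. A single array cannot be excluded as a contributor, since the 23 higher cuticle genes fell to 15 without Lb17 replicate 2. With each array centred on its median 23 were higher. Centring only shifts whole arrays, so it cannot decide whether the authors' normalization contributed. RNA quality cannot be set aside as a contributor. Only 1 cuticle gene was higher at 2–5 h, when the quality difference was larger (0.198 against 0.115 at 9–12 h). At 21–24 h the quality difference was larger as well (0.187), and more cuticle genes were higher than lower. The 2 times point opposite ways, so this comparison cannot decide.

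After Lh14 attack 6 of the 10 plasmatocyte markers were lower at 2–5 h. Fewer plasmatocytes in the larvae could account for this: the list without Hml, Sr-CI and eater had a median log2 fold change of -0.312 over 8 probe sets. The fall was not confined to Lh14. After Lb17 attack 3 of the markers were lower and 0 higher at 2–5 h (6 and 0 at an unadjusted p under 0.05). Genes of other cells were lower in the Lh14 arrays too: the muscle genes Msp300, -1.22 (SE 0.15, adjusted p = 0.0103), and sls (1 of 3 probe sets), -0.92 (SE 0.15, adjusted p = 0.0245), and the crystal cell gene Bc, -0.67 (SE 0.092, adjusted p = 0.015). With both wasps merged Msp300 stood at -1.29 (SE 0.13, adjusted p = 0.00406). The calls of Msp300 and Bc ended without Lh14 replicate 2 or control replicate 3, and that of sls without any 1 of the 6 arrays. A cause wider than plasmatocytes was not tested. Lower RNA quality of the Lh14 arrays cannot be told apart by its test, with a 5′ minus 3′ difference of 0.00547 to control (exact permutation p = 0.7). Cell counts are not used here.

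The 5′ minus 3′ difference of the control probe sets was higher in Lb17 than in control arrays by 0.167 over the 3 time points. The JAK/STAT genes lay 0.88 apart between the wasps at 9–12 h (mean 0.768 after Lb17, -0.112 after Lh14 attack) and 0.396 at 21–24 h (0.205 and -0.191), and the difference was not tested for the list as a whole. Gene by gene 6 and 4 were higher and 1 and 2 lower in Lb17 than in Lh14 larvae. The Turandot genes lay 2.16, 1.99 and 1.39 apart at the 3 times (means 1.85, 1.68 and 1.11 after Lb17, -0.315, -0.314 and -0.279 after Lh14 attack), and the difference was not tested for the list as a whole. Of its genes 3, 3 and 3 were higher in Lb17 than in Lh14 larvae. The Ras pathway genes went from 0.122 at 9–12 h to -0.191 at 21–24 h of Lb17 attack, a difference of -0.313 that was not tested. The ecdysone response genes went from -0.145 at 2–5 h to 0.637 at 9–12 h, a difference of 0.782, and on to -0.253 at 21–24 h, a difference of -0.89, neither of which was tested. The nucleolar and ribosome biogenesis genes went from -0.354 at 2–5 h to 0.532 at 21–24 h, a difference of 0.886 that was not tested. Of the probe sets called after Lb17 attack 1350, 1753 and 3136 at the 3 times lie outside the paper's Tables S2 and S3, as do 8 of the 10 largest increases at 9–12 h.

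The arrays of each comparison were split in every other way into groups of the same sizes. For 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split gave the most calls in 1 of 10 for Lb17 against control at 2–5 h (1658 calls, highest other 0), 9–12 h (2024, 12) and 21–24 h (3552, 0). The same held for Lb17 against Lh14 (609, 1666 and 2510, highest other 0, 0 and 0) and for Lh14 against control at 2–5 h (226, 1) and 21–24 h (104, 0). For Lh14 at 9–12 h 2 of 10 splits gave as many calls or more (3, highest other 5). For the merged comparison 2, 84 and 2 of 84 splits did at the 3 times (296, 0 and 56 calls). Its highest other split, with 861, 2301 and 3121 calls, sets the 3 Lb17 arrays apart from the rest, a structure of the samples.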

How the results depend on the processing

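Each group has only 3 arrays, and what a low signal over background limits was not examined. The settings that need an expression level were not run, because the table holds ratios: a filter for the brighter probe sets, a spread that follows brightness, quantile normalization and shared changes among the brighter probe sets. Of 1008 calls of named genes 946 stayed with each array centred on its median, 936 with a robust spread (chosen after seeing the data), 815 with a replicate block, 540 by the test of the paper's methods at an unadjusted p under 0.01 and 73 after adjustment. The cause was not tested. 1 named gene changed direction: IM23 at 21–24 h of Lb17 attack stood at -0.15 (adjusted p = 0.893), and with 1 array left out from -0.66 without control replicate 1 to 0.70 without control replicate 2, where it passed (adjusted p = 0.0375).

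By the test of the paper's methods, adjusted, the calls were 1, 0 and 788 for Lb17 against control, 0, 0 and 0 for Lh14 against control, 4, 0 and 5 for Lb17 against Lh14 and 66 at 2–5 h and 2 at 21–24 h for the merged comparison. At an unadjusted p under 0.01 the same test called 733, 756 and 2126 for Lb17 against control, 151 at 9–12 h and 226 at 21–24 h for Lh14 against control, 1011 at 9–12 h and 929 at 21–24 h for Lb17 against Lh14 and 880, 453 and 1000 for the merged comparison. At p under 0.001 it gave 106, 100 and 466 for Lb17 against control and 35, 9 and 19 for Lh14 against control, and with the control probe sets taken along, chosen after seeing the data, 107, 107 and 466 for Lb17 against control and 35, 9 and 19 for Lh14 against control. Its 2-fold cases at p under 0.01 were 485 for Lb17 and 13 for Lh14, or 488 and 14 with the fold of the paper's tables, chosen after seeing the data.

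A fit of only the 2 groups compared called 1048 at 2–5 h and 1320 at 9–12 h for Lb17 against control and 145, 0 and 11 for Lh14 against control, and at an unadjusted p under 0.001 35 at 9–12 h and 98 at 21–24 h for Lh14 against control. A replicate block, for arrays of the same number, called 121, 0 and 57 for Lh14 against control and 59 at 2–5 h and 0 at 21–24 h for the merged comparison, and at an unadjusted p under 0.001 31 at 9–12 h for Lh14 against control. Of the 9 same-number pairs of arrays at each time 3, 3 and 2 correlated above 0.1. The mean of both wasps in a 3-group fit called 965, 426 and 1976 for the merged comparison.

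With 1 array left out the calls at the 3 times ranged over 747 to 1894, 1142 to 2267, 2397 to 2772 for Lb17 against control, 17 to 120, 0 to 11, 21 to 348 for Lh14 against control, 275 to 761, 1070 to 1463, 1506 to 3414 for Lb17 against Lh14 and 23 to 343, 0 to 0, 6 to 371 for the merged comparison. At an unadjusted p under 0.001 they ranged over 537 to 952, 803 to 1107, 1223 to 1429 for Lb17 and 153 to 256, 28 to 119, 127 to 362 for Lh14. The 2-fold cases ranged from 890 to 1029 for Lb17 and 53 to 73 for Lh14, and the share of Lb17 from 92.4 to 94.7%.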

Differences from the paper's values

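The genes at p under 0.001, counted as probe sets by limma without adjustment, numbered 935, 283, 1120, 59, 1930 and 209 for Lb17 and Lh14 in turn at 2–5, 9–12 and 21–24 h, where the paper gives 107, 35, 107, 9, 465 and 19. Of the alternatives set before the data were examined, the test of the paper's methods gave values within 1.5 times the paper's (106, 35, 100, 9, 466 and 19). A fit of only the 2 groups compared, arrays centred on their medians and a replicate block did not. With the control probe sets taken along, an alternative chosen after seeing the values, that test gave 107, 35, 107, 9, 466 and 19. Taking them along only adds probe sets and drops 0 of those called without them.

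The 2-fold cases at p under 0.01 numbered 1016 on 768 probe sets by limma, and the paper's numbers are 471 and 405. Under the test of the paper's methods there were 498 and 428, within 1.5 times the paper's. With the fold as the paper's tables compute it, chosen after seeing the values, there were 502 on 432. The paper's cases are not listed one by one, so dropped cases cannot be counted. The other settings run did not come within 1.5 times.

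Of the genes that rise and those that fall with A. tabida, the percent that changed the same way at any time at an unadjusted limma p under 0.01 was 80.3 and 53.8 under Lb17 and 20.5 and 12.8 under Lh14. The paper's values are 46 and 28 under Lb17 and 6 and 5 under Lh14. The test of the paper's methods at p under 0.01, set before the data were examined, gave 45.3 and 28.2 under Lb17 and 5.98 and 5.13 under Lh14, within 1.5 times the paper's. The fit of 2 groups, centring and the replicate block did not. All 612 folds compared with Tables S2 and S3 lay within the spread of the arrays.

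Some statements on single genes differ as well. The paper lists Bc among genes with more transcript at the earlier times of Lb17 attack; against control it stood at 0.03 (SE 0.092, adjusted p = 0.899) at 2–5 h and -0.57 (SE 0.25, adjusted p = 0.19) at 9–12 h, and no setting called it higher. Against Lh14 larvae it was higher at 2–5 h, 0.70 (SE 0.092, adjusted p = 0.00347), a contrast the paper counts too. Of the others in that list Pu, Ddc and yellow-f were higher. yellow-f2 stood at 0.29 (SE 0.088, adjusted p = 0.0731) under Lb17, called in a fit of the 2 groups, and at 0.37 (SE 0.086, adjusted p = 0.0665) with the wasps merged, called by the test of the paper's methods at p under 0.01 and by the 3-group fit. Spn27A, given by the paper as lower at the earlier times, was higher at 2–5 h, 0.34 (SE 0.077, adjusted p = 0.0263), and lower at 9–12 h, -0.26 (SE 0.070, adjusted p = 0.0435), when it was also lower than in Lh14 larvae, -0.34 (SE 0.070, adjusted p = 0.0129). The paper has He higher at the later times: it was called at 21–24 h, 0.60 (SE 0.060, adjusted p = 0.000131), but not at 9–12 h, 0.57 (SE 0.17, adjusted p = 0.0608), where centring or leaving out control replicate 3 called it. He was higher than in Lh14 larvae at 9–12 h, 0.99 (SE 0.17, adjusted p = 0.00491).

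For lamella formation the paper names Arp2 (Arp14D) as lower at 21–24 h of Lb17 attack. Limma gave -0.25 (SE 0.10, adjusted p = 0.118), and it was called in a fit of the 2 groups and by the test of the paper's methods, at p under 0.01 and after adjustment. For the paper's migration and adhesion genes lower after both wasps, dome, Dscam, Lar, lea, csw, Ptp99A, Abl, Con and Fas2 were not called by limma with the wasps merged, but were by the test of the paper's methods at p under 0.01. The paper has TepI unaltered by Lh14: it was lower at 21–24 h, -0.99 (SE 0.11, adjusted p = 0.00539), where the test of the paper's methods at p under 0.01 also called it. At 2–5 h limma gave -0.79 (SE 0.13, adjusted p = 0.0292), a call lost with any 1 array left out (adjusted p up to 0.127) and not made by that test. The paper has no plain change in the Imd, JNK and Wnt pathways: of the 16, 14 and 19 genes, 0, 0 and 0 were higher and 4, 3 and 6 lower by limma at 21–24 h of Lb17 attack. At an unadjusted p under 0.05 these were 1, 0 and 0 and 6, 7 and 11, and by the test of the paper's methods at p under 0.01 2, 0 and 0 and 4, 2 and 3.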

Other observations

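After Lb17 attack several genes of ribosome production were lower at 2–5 h and most of those listed higher at 21–24 h. NHP2, of the small nucleolar particles, rose by 0.84 (SE 0.11) at 21–24 h, the fibrillarin gene Fib by 0.73 (SE 0.12) and Surf6 by 0.67 (SE 0.088) (3 arrays per group). Of 15 nucleolar and ribosome biogenesis genes 0/7, 0/0 and 11/0 (unadjusted 0/13, 0/1 and 13/0, other test 0/3, 0/0 and 4/0) were higher/lower by limma at the 3 times, with the counts at an unadjusted p under 0.05 and by the test of the paper's methods at p under 0.01 in parentheses here and in what follows. Over the list alone 0, 0 and 12 were higher and 13, 0 and 0 lower, and 14 were higher in Lb17 than in Lh14 larvae at 21–24 h. The nucleolar list was written after its members CG7637, Fib and hoip had been seen to be higher in Lb17 at 21–24 h. That direction is therefore not independent evidence. Of 37 cytoplasmic ribosomal protein genes 1/1, 0/0 and 3/0 (unadjusted 6/1, 1/2 and 7/0, other test 0/1, 0/0 and 6/0) passed. With 1 array left out the 7 lower nucleolar genes at 2–5 h became 3 without Lb17 replicate 1 or control replicate 1 or 2, 13 without Lb17 replicate 2 and 2 without Lb17 replicate 3 or control replicate 3.

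Some hormone and stress genes changed after Lb17 attack. The ecdysone-degrading enzyme gene Cyp18a1 fell by 1.46 (SE 0.11) at 2–5 h of Lb17 attack, and shd, of ecdysone synthesis, fell by 1.33 (SE 0.13) at 9–12 h. The receptor gene EcR stood at -0.67 (SE 0.095) at 21–24 h. Of 16 ecdysone response genes 2/3, 8/1 and 1/4 (unadjusted 2/3, 10/1 and 2/6, other test 0/2, 6/1 and 0/4) passed at the 3 times, and of 7 synthesis genes 0/0, 0/1 and 0/1 (unadjusted 0/0, 1/2 and 0/2, other test 0/0, 0/1 and 0/0). The chaperone gene DnaJ-1 stood at -0.62 (SE 0.081) at 9–12 h and Hsp68 at -1.21 (SE 0.13) at 21–24 h. Of 7 heat shock genes 0/0, 0/6 and 0/3 (unadjusted 1/2, 0/6 and 0/4, other test 0/0, 0/2 and 0/3) passed. Among storage and glue genes Fbp2, a storage gene of the fat body, stood at -2.30 (SE 0.48) at 21–24 h and the salivary gene ng4 rose by 2.77 (SE 0.34) at 9–12 h. Of 3 larval serum protein genes 0/0, 0/1 and 0/2 (unadjusted 0/0, 0/2 and 0/2, other test 0/0, 0/0 and 0/1) passed and of 11 salivary glue genes 0/1, 2/1 and 0/1 (unadjusted 0/2, 3/3 and 0/2, other test 0/0, 0/0 and 0/1). Of 9 muscle genes 0/2, 0/4 and 0/6 (unadjusted 1/4, 0/7 and 0/6, other test 0/0, 0/1 and 0/6) passed. Leaving out 1 array, the 6 lower heat shock genes at 9–12 h became 2 without Lb17 replicate 1 or control replicate 3, 3 without Lb17 replicate 2 or control replicate 1 or 2 and 1 without Lb17 replicate 3.

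A few genes of sugar metabolism and nutrient signals passed after Lb17 attack. The hexokinase gene Hex-C stood at -0.73 (SE 0.13) at 9–12 h and 1.1 (SE 0.16) at 21–24 h, and tobi, a glycosidase gene under insulin control, at -1.68 (SE 0.32). Of 9 glycolysis genes 0/0, 0/3 and 1/1 (unadjusted 1/1, 1/3 and 1/1, other test 0/0, 0/1 and 0/1) passed and of 9 starvation and insulin genes 0/1, 1/1 and 0/3 (unadjusted 1/2, 1/3 and 0/4, other test 0/0, 0/1 and 0/1). Of 43 proteasome genes 5/0, 1/2 and 3/2 (unadjusted 13/1, 3/4 and 8/6, other test 3/0, 0/1 and 2/3) passed, and 6 were lower in Lb17 than in Lh14 larvae at 21–24 h. The counts of these small lists were not tested against the share of calls over all probe sets. When 1 array was left out the 5 higher proteasome genes at 2–5 h became 1 without Lb17 replicate 1, 8 without Lb17 replicate 2 and 0 without Lb17 replicate 3 or control replicate 1 or 3.

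Some blood cell markers changed, in both directions. At 21–24 h of Lb17 attack the crystal cell gene PPO2 stood at -0.83 (SE 0.12), the lamellocyte genes Dox-A3 and ItgaPS4 at 0.95 (SE 0.15) and 0.46 (SE 0.057), and cher at -0.46 (SE 0.086). l(3)mbn stood at -1.43 (SE 0.19) at 9–12 h. Of 7 lamellocyte markers 1/0, 1/1 and 3/3 (unadjusted 1/3, 2/2 and 4/3, other test 0/0, 1/0 and 1/1) passed, of 4 crystal cell markers 0/0, 0/0 and 0/3 (unadjusted 0/1, 0/2 and 0/3, other test 0/0, 0/0 and 0/1), of 10 plasmatocyte markers 0/3, 1/2 and 1/2 (unadjusted 0/6, 3/3 and 1/2, other test 0/1, 1/1 and 1/2), and of 7 Turandot genes 3/0, 3/0 and 4/0 (unadjusted 4/0, 3/0 and 4/0, other test 2/0, 1/0 and 2/0). Of 19 hematopoiesis genes 0/2, 1/5 and 0/7 (unadjusted 0/4, 2/7 and 0/9, other test 0/0, 0/1 and 0/6) passed, of 4 hemocyte activation genes 0/0, 0/0 and 1/1 (unadjusted 0/0, 1/0 and 1/1, other test 0/0, 0/0 and 1/1), of 8 Ras genes 0/0, 1/1 and 0/3 (unadjusted 1/2, 1/2 and 0/4, other test 0/0, 1/1 and 0/2), of 4 Vegfr genes 1/0, 1/0 and 0/1 (unadjusted 1/0, 1/2 and 0/1, other test 1/0, 1/0 and 0/0) and of 3 Notch genes 0/0, 0/0 and 0/1 (unadjusted 0/0, 0/1 and 0/1, other test 0/0, 0/0 and 0/1). Lh14 attack gave 0 limma calls at every time in the nucleolar, ecdysone response, heat shock, glycolysis, ribosomal protein, proteasome and salivary lists. At an unadjusted p under 0.05 these had 0/2, 2/0 and 0/3, 1/2, 0/0 and 1/6, 1/0, 0/0 and 0/0, 0/1, 1/0 and 1/1, 2/1, 3/0 and 2/1, 3/2, 0/2 and 14/0 and 0/0, 0/0 and 0/1, and by the test of the paper's methods at p under 0.01 0, 0, 0, 2, 1, 6 and 0 in all over the times and directions. Without single arrays the 5 lower hematopoiesis genes at 9–12 h became 3 without Lb17 replicate 1 or control replicate 1 and 2 without Lb17 replicate 2 or 3 or control replicate 3 and the 7 lower hematopoiesis genes at 21–24 h became 3 without Lb17 replicate 1 or 3 or control replicate 1 and 4 without Lb17 replicate 2 or control replicate 2.

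Of the study's own lists, chosen on these arrays and so not independent evidence, the 12 defense genes given as raised by both wasps had 11/0, 0/1 and 1/4 (unadjusted 11/0, 1/1 and 2/5, other test 7/0, 0/0 and 0/4) after Lb17 attack and 2/0, 0/0 and 0/0 (unadjusted 9/0, 5/0 and 8/0, other test 5/0, 0/0 and 0/0) after Lh14 attack. The 30 defense genes given as lower in Lb17 had 3/2, 3/10 and 0/23 (unadjusted 8/4, 3/16 and 0/25, other test 2/0, 1/4 and 0/17) against control, and 24 were lower than in Lh14 larvae at 21–24 h. The 33 proteolysis genes of the same kind had 6/4, 1/10 and 0/22 (unadjusted 10/7, 2/13 and 0/28, other test 3/2, 1/5 and 0/18), with 30 lower than in Lh14 larvae. The 6 cuticle genes lower early had 0/6, 6/0 and 1/1 (unadjusted 0/6, 6/0 and 2/1, other test 0/2, 2/0 and 1/0), and the 32 higher later had 0/6, 18/4 and 24/1 (unadjusted 0/13, 21/5 and 26/1, other test 0/1, 3/0 and 19/0). If 1 array was left out the 11 higher defense genes at 2–5 h became 7 without Lb17 replicate 1 or 3 or control replicate 1 or 3, the 10 lower defense genes at 9–12 h became 3 without Lb17 replicate 2 or 3 and 6 without control replicate 3, the 10 lower proteolysis genes at 9–12 h became 6 without Lb17 replicate 2 or 3, the 6 lower later cuticle genes at 2–5 h became 3 without Lb17 replicate 1 or 3 or control replicate 2 or 3 and 18 without Lb17 replicate 2 and the 18 higher later cuticle genes at 9–12 h became 11 without Lb17 replicate 2.

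The camera test of whole lists passed 154 of 372 pairs of list and comparison at a preset correlation and 0 with an estimated correlation.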
